# Transcription through the eye of a needle: daily and annual cyclic gene expression variation in Douglas-fir needles

**DOI:** 10.1186/s12864-017-3916-y

**Published:** 2017-07-24

**Authors:** Richard Cronn, Peter C. Dolan, Sanjuro Jogdeo, Jill L. Wegrzyn, David B. Neale, J. Bradley St. Clair, Dee R. Denver

**Keywords:** Circannual, Diurnal, Dormancy, Douglas-fir, *Pseudotsuga menziesii*, RNA-Seq, Transcriptome

## Abstract

**Background:**

Perennial growth in plants is the product of interdependent cycles of daily and annual stimuli that induce cycles of growth and dormancy. In conifers, needles are the key perennial organ that integrates daily and seasonal signals from light, temperature, and water availability. To understand the relationship between seasonal cycles and seasonal gene expression responses in conifers, we examined diurnal and circannual needle mRNA accumulation in Douglas-fir (*Pseudotsuga menziesii*) needles at diurnal and circannual scales. Using mRNA sequencing, we sampled 6.1 × 10^9^ reads from 19 trees and constructed a de novo pan-transcriptome reference that includes 173,882 tree-derived transcripts. Using this reference, we mapped RNA-Seq reads from 179 samples that capture daily and annual variation.

**Results:**

We identified 12,042 diurnally-cyclic transcripts, 9299 of which showed homology to annotated genes from other plant genomes, including angiosperm core clock genes. Annual analysis revealed 21,225 circannual transcripts, 17,335 of which showed homology to annotated genes from other plant genomes. The timing of maximum gene expression is associated with light intensity at diurnal scales and photoperiod at annual scales, with approximately half of transcripts reaching maximum expression +/− 2 h from sunrise and sunset, and +/− 20 days from winter and summer solstices. Comparisons with published studies from other conifers shows congruent behavior in clock genes with Japanese cedar (*Cryptomeria*), and a significant preservation of gene expression patterns for 2278 putative orthologs from Douglas-fir during the summer growing season, and 760 putative orthologs from spruce (*Picea*) during the transition from fall to winter.

**Conclusions:**

Our study highlight the extensive diurnal and circannual transcriptome variability demonstrated in conifer needles. At these temporal scales, 29% of expressed transcripts show a significant diurnal cycle, and 58.7% show a significant circannual cycle. Remarkably, thousands of genes reach their annual peak activity during winter dormancy. Our study establishes the fine-scale timing of daily and annual maximum gene expression for diverse needle genes in Douglas-fir, and it highlights the potential for using this information for evaluating hypotheses concerning the daily or seasonal timing of gene activity in temperate-zone conifers, and for identifying cyclic transcriptome components in other conifer species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3916-y) contains supplementary material, which is available to authorized users.

## Background

The sensing of daily, seasonal, and annual environmental variation in land plants is accomplished using a diverse array of organs, transcriptional regulators that drive oscillatory functions, and pathways that refine, optimize, and entrain metabolic cycles to cyclic environmental stimuli. Circadian patterns are ubiquitous in photosynthetic [1–4] and non-photosynthetic [5, 6] organisms, and they are essential for coordinating external signals for optimally timing transcriptional activity to match the demands of growth and phenology with resource availability. The genetic basis for diurnal responses in model plants have been intensively studied using mutant screens [4, 7, 8] and global transcription [7], and these studies have identified components of the central oscillator (“core clock”) and genes that are targets of cyclic activation and repression. Variability in core clock genes alters the timing of the clock and clock-dependent pathways, so subtle changes in genes controlling clock cycles may contribute to local adaptation on a short time scale, and evolutionary divergence on a longer time scale [1, 9].

In temperate zone trees, circadian cycles are superimposed on longer annual cycles involving transitions between active growth -- the time when light energy is captured and converted into growth -- and dormancy, the time when growth potential is arrested to protect cells from seasonal stresses of cold temperatures, freezing and desiccation [10–12]. Accurately timed transitions between growth and dormancy are essential for adapting to variable environments [13] and they depend on: (1) reliable environmental cues that forecast future change; (2) diverse sensory organs; and (3) competing biochemical networks that integrate sensory signals and shift responses from one state (growth; dormancy; senescence) to the next. Photoperiod and light quality are known to be important cues for initiating seasonal growth rhythms and establishing the onset of dormancy for many trees [11, 12, 14, 15], so pathways involved in light capture and photoperception are expected to show annual rhythmic variation. As dormancy is established, trees also sense and respond to cold temperatures (chilling units) by increasing cold hardiness and increasing resistance to desiccation. After chilling thresholds are met, trees respond to warming temperatures (forcing units) by releasing tissues from dormancy, remaining in a ‘stand-by’ state until requirements for initiating growth (heat, water availability, light quality [10, 14, 16]) are met. Genes implicated in dormancy and resumption of spring growth should also show annual cyclic variation, and these include components of the circadian clock and photoperiod-responsive genes [11, 14, 15, 17], and pathways involved in temperature and water perception [15, 18, 19], hormone regulation and cell growth [10, 20], and glucan hydrolysis [20].

The organs responsible for sensing and integrating external stimuli -- leaves, shoots, and roots -- are common to perennial plants, but signal perception and integration during the dormant season is likely accomplished by different means in conifer trees with perennial leaves (“needles”), versus trees with deciduous leaves. Perennial needles confer advantages by preserving annual investments in carbon fixation, conducting photosynthesis earlier and later in spring and fall in cold climates (e.g., northern latitudes; high altitudes) [21], or even year-round in the case of milder maritime climates [22, 23]. They offer alternative mechanisms for preventing winter embolisms [24], and providing an environmentally-responsive sensor that adds to bud- and stem-associated signals during dormancy. Perennial needles come with fitness trade-offs because they can be damaged by cold during entry into dormancy and during de-acclimation in spring [23, 25], and by photosystem excitation that can lead to the formation of reactive oxygen species during dormancy [23, 26]. Mature perennial needles can be difficult to compare at the molecular level to annual angiosperm leaves because gene expression in annual leaves changes primarily as a function of developmental state of the leaf (e.g., emergent; expanding; mature; senescent; [27]). In contrast, when conifer leaves are mature but have not started to senesce, gene expression – in theory – is only needed (1) when the protein composition of the leaf should be changed due to changes in environmental conditions, or (2) to replace proteins that have been degraded [27]. Given the complexity involved in orchestrating growth and stasis over annual cycles, annual gene expression variation in conifer needles should show high complexity and a strong relationship to changing environmental conditions, especially as compared with the annual leaves characteristic of model trees (*Populus* L.) and herbs (*Arabidopsis* Heynh. in Holl & Heynh).

To date, patterns of cyclic gene expression in conifer needles have been examined from a limited number of species. The behavior of select ‘core clock’ genes has been characterized in Norway spruce (*Picea abies* L. Karst.) under a variety of short- and long-day light regimes [28–30], and Japanese cedar (*Cryptomeria japonica* (L.f.) D.Don; [31]) under summer and winter field conditions. In these studies, most well-studied circadian genes behave in a manner similar to that described for homologs in angiosperm models, although there are notable exceptions with homologs of *flowering locus T* (*FT*) [14, 28] and *late elongated hypocotyl* (*LHY*) [30]. The most striking characteristic of gymnosperms core clock genes is that circadian cycling activity is arrested when conifers are moved to constant light or dark [29, 32]; circadian rhythms may also cease during the winter dormant period [31]. At a larger temporal scale, several studies have focused on transcriptional changes over one to several months. For example, Hess et al. [33] recently examined transcript accumulation in Douglas-fir (*Pseudotsuga menziesii* (Mirb.) Franco) using RNA-seq, with the goal of identifying transcripts responsive to sample date and environmental factors (photoperiod; maximum temperature; soil available water) during the summer growing season. Their study found that ~80% of predicted protein encoding transcripts showed significant variation by sample date. In contrast, Holliday et al. [34] examined transcript accumulation in Sitka spruce (*Picea sitchensis* (Bong.) Carr.) by microarrays, with the goal of identifying genes that were differentially expressed in the autumn months leading to winter dormancy (August – December). Their study found that a small proportion of putative genes (2224, or ~10% of those assayed) showed significant variation by sample date during the transition from fall to winter dormancy. At present, the larger annual (“circannual”) pattern of transcription has yet to be defined for any conifer.

To provide a finer-resolution understanding of the complexity of circadian and circannual cycles of gene expression in conifers, we examined gene expression in needles from Douglas-fir for cyclic expression patterns that show daily and annual periods. Douglas-fir is related to model conifers like Norway spruce and Loblolly pine (*Pinus taeda* L.) through divergence in the Early Cretaceous ~130 MYA [35], and to angiosperms like *Populus* and *Arabidopsis* through a more ancient divergence ~300 MYA. Douglas-fir has an expansive native range in North America [36], and it is noteworthy among conifers for its significant population variation in needle cold hardiness, phenology, and growth traits [37, 38]. Some of the strongest associations between provenance source and quantitative traits in conifers are exhibited by Douglas-fir needle traits related to annual cycles of freeze-avoidance, such as spring and fall needle cold hardiness, and cyclic cues that define the onset of winter like the first winter freeze and variability in the frost free period [25, 39, 40].

In this study, we use next-generation mRNA sequencing to produce individual de novo needle transcriptomes from 19 Douglas-fir trees, and use the resulting “pan-transcriptome” as a reference for mapping RNA-seq reads from experiments evaluating diurnal variation over two daily cycles and circannual variation over one annual cycle. We specifically searched for transcripts exhibiting cyclic expression [41, 42] to define the timing of maximum expression (“phase”) and the amplitude. Our results provide a detailed characterization of daily and year-round transcriptome activity in leaves from a long-lived perennial tree, and they identify a core set of transcripts that show evidence for significant cycling on daily and annual scales. Our results show congruence with other microarray- and RNA-seq-based studies of diurnal and seasonal gene expression in conifers [31, 33, 34], and they underscore the potential for using gene expression information from Douglas-fir as a baseline for examining cyclic transcriptome responses, and gene expression patterns responding to different environmental cues in temperate-zone conifers.

## Methods

### Plant materials and sample information

Trees used for annual analysis are from a larger reciprocal translocation study [19, 43] that includes multiple sources of *Pseudotsuga menziesii var. menziesii* from the Pacific Northwest of North America. Trees were chosen to maximize differences in source climatic and phenology [38]; included are families from regions that derive from cold/wet sources (47.3° N, −121.6° W, 950 m elevation), cool/wet sources (47.2° N, −123.9° W, 111 m elevation), and warm/dry sources (43.3° N, −123.1° W, 429 m elevation; Additional file 1). Two-year old trees were planted in a warm/dry region (Central Point, Oregon, USA; 42.3° N, −122.9° W, 390 m elevation) in November, 2009, and sampling of the 2010 cohort of needles was initiated on October 27, 2010 at ~ three week intervals until November, 2011 (16 samples points). Needles were collected between 11 am and 1 pm (zeitgeber time [ZT] = 05:00 to 07:00) from 13 individual trees. Environmental data (sunrise; sunset; day length; cumulative weekly precipitation; minimum and maximum daily temperature) was collected over the duration of this experiment (Additional file 2). Sampling intervals and RNA-seq sample sizes for the annual study are summarized in Additional file 1.

Trees used for diurnal analysis derive from the warm/dry region (43.3° N, −123.1° W, 429 m elevation) and were grown in Corvallis, Oregon, USA (42.3° N, −122.9° W, 74 m elevation; Additional file 1). Needles were collected from 6 individual three-year old trees three half-sib families, two sibs per family). Needles were collected at 4 h intervals, starting at 2 AM, for a total of 48 h in early fall (September 7, 8). For this experiment, sunrise (ZT0) occurred at 6:44 AM, and sunset occurred at 19:34 PM, giving a 12:50 photoperiod. Sampling intervals and RNA-seq sample sizes for the diurnal study are summarized in Additional file 1.

### Needle collection, RNA isolation and RNA sequencing

For annual analysis, needles (8–12 total) were collected 2.5–5 cm basipetal of apical buds from four branches (2–3 needles each) representing the four cardinal directions of a single tree. Subsequent samples continued sampling branches from the same cohort of mature needles, instead of new growth. For diurnal analysis, mature needles from the previous season’s growth were similarly collected 2.5–5 cm basipetal of the bud scar, from four branches (2–3 needles/branch). All needles were flash-frozen in liquid N_2_, and ground at dry ice temperatures (FastPrep-24 mill; MP Biomedical, Solon, OH, USA). Ice-cold extraction buffer (1.5 mL of 3 M LiCl/8 M urea; 1% PVP K-60; 0.1 M DTT; [44] was added to ground tissue, homogenized, then centrifuged at 200 *g* × 10 min., 4 °C. The supernatant was incubated overnight at 4 °C, and crude RNA was pelleted (20,000 *g* × 30 min., 4 °C) and cleaned using the ZR Plant RNA MiniPrep kit (Zymo Research, Irvine, CA, USA) and DNase treatment (Turbo DNase; New England Biolabs, Ipswich, MA, USA). RNA concentration was estimated using a Qubit fluorometer (Invitrogen, Carlsbad, CA, USA), and RNA quality was checked using an Agilent BioAnalyzer (Agilent, Santa Clara, CA, USA).

Illumina RNA-seq libraries used 2 μg total RNA and TruSeq chemistry with single indexing adapters (Illumina Inc., San Diego, CA, USA), modified for strand-specific sampling [45]. In this protocol, first-strand synthesis products were desalted to remove unincorporated dNTPs (Sephadex G-25; Sigma-Aldrich, St. Louis, MO, USA), and reconstituted in dNTP-free second-strand synthesis buffer with second strand enzyme mix (New England Biolabs) and a dUTP/dNTP mixture (ThermoScientific, Waltham, MA, USA) to incorporate dUTP into the second strand. All other steps follow Illumina protocols, except that uracil-containing strands were degraded using a uracil-specific excision reagent mixture (37 °C for 15 min; New England Biolabs) prior to PCR. Amplified libraries were quantified and pooled at equimolar 6-plex representation at 10 nM. Single-end 101 bp sequencing was performed at Oregon State University’s Center for Genome Research and Biocomputing (Corvallis, OR, USA) using a HiSeq 2000 (Illumina Inc.) with version 3.0 chemistry and demultiplexing performed using Casava v1.8 (Illumina Inc.). The experiment included 179 libraries sequenced on 34 lanes from 10 different flow cells (GenBank Short Read Archive SRP018395; GEO Accession GSE44058; Additional file 1).

### Transcriptome assemblies and annotation.

Single-end reads from individual trees were combined over all time periods to create 19 single-tree source files. Reads were quality trimmed using Trimmomatic v.0.30 [46] (using options –phred33 LEADING:20 TRAILING:20 SLIDINGWINDOW:5:20), and 19 individual transcriptome assemblies were de novo assembled using *Trinity* v.r2013_08_14 [47] using a minimum size of 200 bp. To create a pan-transcriptome reference, the longest transcripts from each *Trinity* component in single-tree de novo assemblies were identified and combined into a single file, and transcripts smaller than 300 bp were removed. This combined file was sorted by sequence length and then clustered using USEARCH v.7.0.1001 [48]. The usearch64 -cluster_smallmem command was used with a sequence identity threshold of 90% (−id 0.9 flag) and with the -strand both flag to combine forward and reverse transcripts into the same clusters. A table of the number of input bases from each library, transcripts assembled for each individual, and the combined clustered reference assembly is provided in Additional file 1. Individual assemblies and the pan-transcriptome reference are available for download at the TreeGenes Forest Tree Genome database web site under the link “*Pseudotsuga menziesii* Transcriptome” [49].

To annotate plant-derived transcripts, we used BLASTX and TBLASTX [50] to identify transcript matches from the NCBI NR database (minimum identity; expect <1e^−10^), and BLASTX to identify matches to the Mercator plant metabolic function database [51–53]. We used LASTZ [54] to identify chloroplast and mitochondrial transcripts using the *Pseudotsuga sinensis* chloroplast (NC_016064.1) and Loblolly Pine draft mitochondrial [55] genomes as references. We used BLAT [56] to search for conservation between Douglas-fir transcripts and conifer genome references, the Loblolly pine reference genome [57] (*Pinus taeda* version 1.0), and a pre-publication draft for the Douglas-fir genome [58] (version 0.5). LASTZ and BLAT searches used a match criterion of ≥80% identity with contiguous hits ≥50 bp. Annotations are available at the TreeGenes Forest Tree Genome database web site under the link “*Pseudotsuga menziesii* Transcriptome” [49].

### Detecting diurnal and annual cyclic transcriptome variation

RNA-seq reads from individual tree samples were aligned using BowTie 2.2.3 [59] with the following call: bowtie2 --end-to-end -D 15 -R 2 -L 22 -i S,1,1.15. This allowed 15 consecutive seed extension attempts before the aligner moved on (−D 15), a maximum of 2 attempts to re-seed reads with repetitive seeds (−R 2), and a 22 bp seed (−L 22) with zero allowed mismatches in this seed. The function to determine the interval between seed substrings during multi-seed alignment was set to f(x) = 1 + 1.15*sqrt(x), where x is read length (−i S,1,1.15); based on 101 bp read lengths, this resulted in an interval of 13 bp. For this experiment, transcripts showing a median ≤ 5 counts were considered background noise and were excluded from subsequent analyses.

For transcripts exceeding the detection threshold, the 72 diurnal samples (six individuals; 12 time points) were collected into one table and transcript counts were normalized using DESeq [60–62]. Annual samples were similarly tabulated, median filtered, and DESeq normalized. After normalization, we computed family means by averaging reads from half-siblings (trees 44 and 90 = family A; trees 43, 46, and 49 = family B). For the annual study, counts were linearly interpolated to emulate equally-spaced sample intervals. The two processed count tables (diurnal, annual) were passed through JTK-Cycle [41] to identify statistically significant cyclic transcription (*p* ≤ 0.05). The nonparametric test used in JTK-Cycle can identify transcripts as significantly cyclic even if they show minute amplitudes, such as those that might result from circadian fluctuations in total RNA levels [63, 64]. Since the magnitude of daily RNA fluctuation is unknown for conifer needles, we adopted a more stringent false-discovery rate of 1% (*q ≤* 0.01) [65] to identify “high-confidence” cyclic patterns. We used JTK-Cycle to identify the phase (time point at which the underlying curve reaches its maximum value) for each transcript, with phases measured in hours after 12:00 AM for the diurnal study, or Julian days (days after January 1) for the annual study. Summaries of cyclic properties (phase; amplitude; period) are provided in Additional file 3.

### Defining relationship between transcriptional phases and solar and weather factors, and enrichment/depletion tests by season

To evaluate the relationship between the timing of maximum annual gene expression (phase) and environmental variables, annual transcriptional phases were sorted into two week bins, starting on the first sample date (27-October-2010), and continuing until the last sample date. Counts of transcripts reaching maximum expression within two week bins were tallied and evaluated for their association with three environmental variables using ordinary least squares and multiple regression. For this test, the following environmental variables were used as predictors for the timing of maximum transcript accumulation: the mean biweekly high temperature (°C), the sum of biweekly precipitation (in mm), and the mean biweekly photoperiod (in minutes), with photoperiod modeled using a polynomial fit (degree = 2). To reduce correlation among polynomial terms, predictors were mean-centered prior to analysis. Dependent variables were also log_2_ transformed to meet assumptions of normality. The R library gvlma was used to test model assumptions, and the vif function from the R package car was used to estimate variance inflation factors to test for multicollinearity among predictors.

To evaluate Mercator metabolic terms for enrichment or depletion, we binned significantly cyclic transcripts (e.g., *q* ≤ 0.01 from JTK-Cycle) from diurnal and annual experiments into four temporal “phase bins” of equal time duration. For the diurnal experiment, phase bins were six hours in length, and approximately centered on sunrise, solar noon, and sunset: these include “sunrise” (4:01 am – 10:00 am), “midday” (10:01 am – 16:00 pm), “sunset” (16:01 pm – 22:00 pm), and “midnight” (22:01 pm – 04:00 am). Annual bins were 91 or 92 days in length, and approximately centered on the annual solstices and equinoxes; these include “short photoperiod” (5-Nov to 4-Feb), “spring photoperiod” (5-Feb to 5-May), “long photoperiod” (6-May to 5-Aug), and “fall photoperiod” (6-Aug to 4-Nov). Enrichment tests for Mercator pathway terms were performed using term lists for transcripts identified as significantly cyclic and identified to a function (all Mercator bins except 35.2, which is “not assigned.unknown undefined”). Enrichment/depletion tests were performed using a one-tailed Fisher’s exact test and the program Mefisto [66]; adjustments for two-tailed tests were made by multiplying *P*-values by 2, as recommended by Rivals et al. [67] and a false-discovery rate correction of 1% (*q* ≤ 0.01; [65]) was applied using the p.adjust function in the R library stats.

### Comparing annual transcriptome expression variation to other conifers

We compared our annual RNA-seq expression data with results from two previously-published studies examining seasonal transcript variation in conifers. First, Hess and colleagues [33] recently evaluated transcript accumulation in Douglas-fir over a 4 month period (May – September) that corresponds to our “long photoperiod” season. These authors identified six categories of transcripts that show different responses to environmental factors - transcripts that are down-regulated when day length is long (‘day length-down’) and up-regulated when day length is long (‘day length-up’); transcripts down-regulated when temperature is high (‘temperature-down’) and up-regulated when temperature is high (‘temperature-up’); and transcripts down-regulated when total available water is high (‘precipitation-down’) and up-regulated when total available water is high (‘precipitation -up’). Putative orthologous transcripts for these environmentally-responsive transcripts were identified in our pan-transcriptome reference using BLASTN matches. The timing of maximum annual expression (phase) for these genes was determined from our analysis, and counts of transcripts reaching phase in the four annual photoperiod (seasonal) bins defined in this study were tallied into contingency tables. The distribution of counts for all transcripts in common to the two studies were treated as a reference (null) distribution for comparing distributions for each environmentally-responsive category of transcripts. Comparisons and *X* ^*2*^ tests were performed using the CrossTable function in the R library gmodels.

Second, Holliday and colleagues [34] used a microarray-based approach to examine fall needle gene expression in Sitka spruce (*Picea sitchensis*) from British Columbia, Canada over a six week period (August 30 – October 18) that corresponds to our “fall photoperiod” season. Putative orthologues of Douglas-fir and Sitka spruce transcripts were identified using reciprocal best BLASTN matches between the Douglas-fir pan-transcriptome reference and 18,237 clone sequences used in the spruce 21.8 k microarray [34]. We evaluated the direction and magnitude of expression patterns between studies by computing the ratio of fall:summer gene expression using transcripts showing significant expression differences (*q* ≤ 0.05) in microarray data [34]

$$ {ratio}_{microarray}=\left(\frac{\overset{-}{x}\ {intensity}_{18- October}}{\overset{-}{x}\ {intensity}_{30- August}}\right) $$

and transcripts showing significant circannual rhythm (*q* ≤ 0.01. from JTK-cycle) in RNA-seq data.

$$ {ratio}_{RNA-seq}=\left(\frac{\overset{-}{x}\ {counts}_{7- October}}{\overset{-}{x}\ {counts}_{17- August}}\right) $$.

For the 760 transcripts meeting these criteria, expression ratios were ranked from high-to-low and ranks were compared by Kendall’s tau (*τ*) with the cor.test function in R. In this comparison, *τ* is bounded by +1 and −1, with the bounds representing perfect preservation of ranked gene expression ratios in the same (+1) or opposite (−1) direction, and 0 representing random ordering of gene expression ratios between experiments.

## Results

### Defining the needle ‘pan-transcriptome’ of Douglas-fir**–**

In this study, needle tissue was sampled by mRNA-Seq to evaluate diurnal and circannual variation in global transcription (Fig. 1a, b; Additional file 1). Needles were sampled for RNA at different time intervals to evaluate two transcriptome responses: (1) diurnal responses, using a sampling interval of four hours across two days (12 time points); and (2) circannual responses, using a sampling interval of approximately 3–4 weeks across a complete year (16 time points). This sampling scheme resulted in a data set that included 19 trees and 179 individual RNA-seq libraries to evaluate different aspects of temporal needle gene expression.

**Fig. 1:**
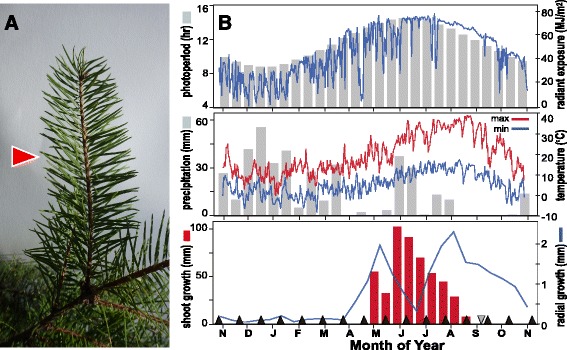
Inputs for the diurnal and annual needle transcriptome study. **a** Douglas-fir branches, showing the location of sampled needles (*red arrow*). **b** Annual environmental conditions and growth rhythm for trees used in this experiment. Shown are: upper panel, light conditions with photoperiod (*bar chart*) and radiant exposure (*blue line*); middle panel, weather conditions with precipitation (*bar chart*) and temperature (*high = red line*; *low = blue line*); lower panel, growth rhythm with terminal shoot growth (*bar chart*) and radial growth (*blue line*). Annual needle sample times are identified in the lower panel using black triangles. The date of the diurnal study is identified as a grey triangle

Individual tree mRNA-seq libraries from needles yielded 94.0–573.8 million reads, and individual de novo assemblies using *Trinity* produced 47,976–126,355 components 200 bp or larger (Additional file 1). The number of assembled *Trinity* transcriptome sequences and cumulative sequence length were positively and significantly correlated with the number of input reads (*r* ^*2*^ ≥ 0.92; Additional file 1). Across all assemblies, the majority of *Trinity* components (85.7%) showed a single subsequence, while the maximum number of sequences per component in any library was 227. A ‘pan-transcriptome’ reference was created using the longest sequence from each transcript model in single-tree de novo assemblies, followed by clustering to reduce allelic and redundant sequences to one representative sequence. This step reduced the pool of transcripts from 1.66 million sequences from 19 individual-tree assemblies, to a pan-transcriptome with 199,471 sequences.

Multiple sources of evidence were used to characterize plant-derived transcripts for homologies and putative functions (Additional file 1). BLASTX searches of the plant-specific Mercator plant metabolic database [51, 52] identified homologies for 46,436 transcripts, while BLASTX and TBLASTX searches of NCBI NR database identified tentative identities for 54,384 transcripts. Homology searches against draft conifer genomes identified 102,714 homologs from the Loblolly pine v. 1.0 reference genome, and 167,821 homologs to the Douglas-fir v. 0.5 draft assembly. In total, these searches identified 173,882 transcripts (159.2 Mbp) as derived from Douglas-fir, with 143 originating from the chloroplast genome, 196 from the mitochondrial genome, and 173,544 originating from the nuclear genome. Of the remaining 25,589 transcripts, 19,000 were positively identified by BLAST as derived from foliar metaflora/metafauna present on Douglas-fir needles, or contaminants from the sampling/library construction process. A final list of 6589 transcripts could not be identified using BLAST searches or searches of either draft gymnosperm genome assembly; due to their uncertain origin, these transcripts were omitted from subsequent analyses.

### Fall diurnal transcriptome variation in Douglas-fir tracks daily light/dark transitions

Experiments to detect diurnal cyclic transcriptome variation included six individuals (two sibs per family from three families, sampled in September) collected over twelve 4-h intervals (Additional file 1). After mapping reads from individual diurnal libraries to the Douglas-fir pan-transcriptome reference, 41,382 transcripts met our threshold for analysis of diurnal cycling (median mapped reads >5; Table 1, Additional file 3). Following DESeq count normalization, JTK-Cycle identified 15,487 transcripts as showing significant cyclic diurnal expression at a false-discovery rate of 5% (*q ≤* 0.05), and 12,042 transcripts at a false-discovery rate of *q ≤* 0.01.

**Table 1:** Numbers of transcripts from Douglas-fir showing evidence of diurnal and annual cycling

TRANSCRIPTS	
Total assembled	199,623
Total in genome	173,882
DIURNAL	
Expressed (median > 5 counts)	41,382
Cyclic (*q* ≤ 0.05)	15,487
Cyclic high-confidence (*q* ≤ 0.01)	12,042
ANNUAL	
Expressed (median > 5 counts)	36,145
Cyclic (*q* ≤ 0.05)	24,688
Cyclic high- confidence (*q* ≤ 0.01)	21,225

The distribution of expression phase times (Fig. 2a) across all high-confidence diurnal transcripts shows a pronounced bimodal pattern, with the highest proportion of genes reaching maximum transcript accumulation near sunrise (ZT0 = clock hour 6:44 AM) and before sunset (ZT = 12:50, or clock hour 19:34 PM). In total, 5698 (47.3%) of all diurnal transcripts reached phase within +/− two hours of sunrise or sunset. Our high-confidence diurnal transcripts include homologues to many of the known core clock genes from angiosperm models [4, 7] and the distantly related gymnosperm *Cryptomeria japonica* [31] (Fig. 3; Table 2; Additional file 1). We compared the timing of maximum expression for representative clock and seasonal genes in Douglas-fir to values reported for *Arabidopsis* and *Cryptomeria*. Transcripts encoding homologs of *circadian clock-associated1* (*CCA1), cryptochrome1 (CRY1), constitutive photomorphogenic 1 (COP1), vernalization insensitive 3 (VIN3), reveille 1 (RVE1), gigantea (GI), timing of CAB expression 1 (TOC1), lux-arrhythmo (LUX)* and *early flowering 4* (*ELF4.3)* all reached maximum expression within 3 h of the reported maximal expression for one or both of *Arabidopsis* and *Cryptomeria* (Table 2). A smaller number of genes showed pronounced differences in phase relative to *Arabidopsis*. These include *flowering locus T* (*FT*) from Douglas-fir, *late elongated hypocotyl* (*LHY*) from Douglas-fir and *Cryptomeria*, and *Zeitlupe* (*ZTL*) from Douglas-fir and *Cryptomeria.* These differences may be due to incorrect assessments of orthology in gene families, differences in analytical methods, or real differences in the timing of expression in gymnosperm and angiosperm clock genes. A noteworthy finding is that a large proportion of high-confidence diurnal cycling transcripts (38.4%; *N* = 4627) have no homology to known proteins in Mercator and are annotated as “not assigned.unknown” (Fig. 2a). This proportion is similar to reports for diurnal transcripts from the gymnosperm *Cryptomeria japonica*, where 40% could not be identified or classified in BLAST searches [31]. In combination, these studies indicate that many diurnally-cycling transcripts from gymnosperms and angiosperms have diverged to the point that homology cannot easily be assessed. Alternatively, gymnosperms could possess novel clock-dependent components (genes or non-coding RNAs) that lack homologs in angiosperms.

**Fig. 2:**
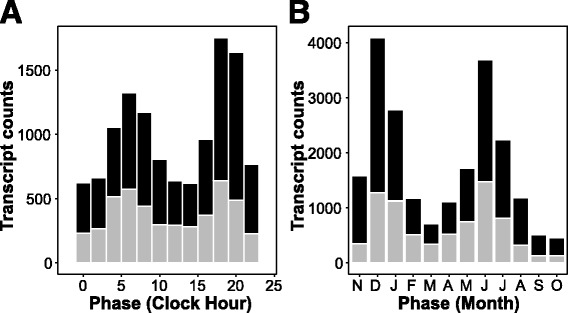
Frequency histograms of estimated phase times for transcripts showing cyclic expression patterns. **a** Histogram of phase for 12,042 transcripts showing significant diurnal cycling. Shown are counts per two hour interval, starting at clock hour 12:00 AM. **b** Histogram of phase for 21,225 transcripts showing significant annual cycling. Shown are transcript counts per one month interval, starting at November 1. In both plots, counts of transcripts with Mercator definitions are shown with black fill, while transcripts lacking Mercator definitions are shown with grey fill

**Fig. 3:**
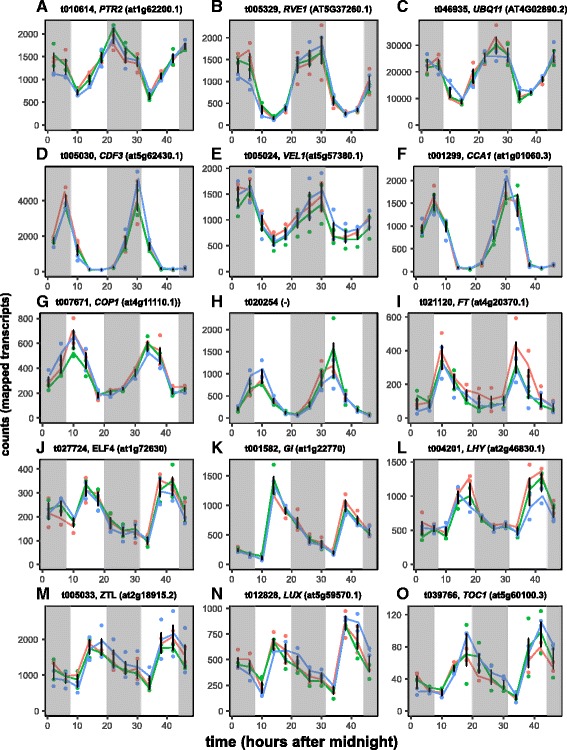
Example expression profiles for transcripts exhibiting significant cyclic diurnal variation, ordered by phase. Gene expression (DESeq-normalized counts per transcript) was estimated by RNA-seq from needle samples representing three families of trees at four hour intervals for two days. For each gene, the Douglas-fir transcript name, putative gene name, and best BLAST match to *Arabidopsis* (prefix ‘at’) are provided. Lines connect the mean expression for each family; error bars represent the SD for all replicates. Absence of shading indicates daylight hours, while shading indicates night hours. Shown are transcripts reaching phase at 0:00 (**a, b**), 2:00 (**c**), 4:00 (**d-f**), 7:00 (**g**), 10:00 (**h**), 12:00 (**i, j**), 18:00 (**k, l**) and 20:00 (**m-o**)

**Table 2:** Diurnal and annual transcriptional phases for core clock genes in Douglas-fir needles, as compared to the angiosperm model *Arabidopsis* and the gymnosperm *Cryptomeria japonica*

Gene Description	Transcript or Locus			Diurnal Phase (clock time)^a^			Annual Phase^b^	
	Douglas-fir	*Arabidopsis*	*Cryptomeria*	Douglas-fir	*Arabidopsis*	*Cryptomeria*	Experiment Day	Month
*RVE1* (myb-like factor)	t005329	AT5G37260	Shoot-057-45	0:00	3:00	4:00	97	Feb
*VIN3* (vernalization insensitive)	t005024	AT5G57380	N/A	4:00	3:00	N/A	255	Jul
*CCA1* (circadian-clock associated)	t001299	AT1G01060	N/A	4:00	6:00	N/A	*n.s.* ^c^	*-*
*COP1* (constitutive photomorphogenic)	t007671	AT4G11110	HI9HAF202BWYA2	7:00	7:00	8:00	85	Jan
*CRY1* (cryptochrome)	t007387	AT4G08920	AB894544	10:00	10:00	4:00	316	Sep
*FT* (flowering locus T)	t021120	AT4G20370	N/A	12:00	0:00	N/A	12	Nov
*ELF4.2* (early flowering 4)	t027724	AT1G72630	N/A	12:00	15:00	N/A	255	Jul
*LHY* (late-elongated hypocotyl)	t004201	AT2G46830	AB894539	18:00	8:00	4:00	*n.s.*	*-*
*GI* (gigantea)	t001582	AT1G22770	AB894538	18:00	20:00	16:00	97	Apr
*ZTL* (Zeitlupe/F-box domain)	t005033	AT2G18915	AB894542	20:00	10:00	16:00	*n.s.*	*-*
*TOC1* (timing of CAB expression)	t039766	AT5G60100	AB894541	20:00	19:00	20:00	*n.s.*	*-*
*LUX* (myb-like transcription factor)	t012828	AT5G59570	N/A	20:00	18:00	N/A	*n.s.*	*-*
*ELF4.3* (early flowering 4)	t029722	AT2G06255	N/A	20:00	20:00	N/A	249	Jul

^a^Douglas-fir diurnal phase values expressed as clock hours, where sunrise occurred at 6:44 AM, and the photoperiod was 12:50 in length. Arabidiopsis thaliana phase estimates were reported as hours from ZT (lights on), based on a 12 h photoperiod [7]; to make units comparable, we added 7 h to *Arabidiopsis* phase values to approximate sunrise (in clock hours) in our study. *Cryptomeria japonica* phase estimates were reported in clock hours [31]

^b^Annual phase values are expressed in experiment days (days after 29-October)

^c^Profiles identified as not significantly rhythmic by JTK_CYCLE are noted “*n.s*”

From these 12,042 high-confidence fall diurnal transcripts, we were able to assign Mercator metabolic terms to 7415 transcripts, and analyze these terms for overrepresentation or underrepresentation by categorizing transcriptional phases into bins representing four times of day: ‘sunrise’ (1916 transcripts), ‘midday’ (1333 transcripts), ‘sunset’ (2685 transcripts), and ‘midnight’ (1481 transcripts). Across daily bins, we found evidence for overrepresentation or underrepresentation in 15 Mercator metabolic pathways (Fig. 4a; Additional file 4). Overrepresented terms at sunrise include genes associated with light-responsive signaling (e.g., *phyB, cry1*, glutamate receptor- and cyclic nucleotide-gated ion channels proteins) and enzymes responsible for co-factor biosynthesis (e.g., biotin [holocarboxylase synthetase], thiamin [hydroxyethylthiazole kinase], CoA [phosphopantothenoylcysteine synthetase]). Overrepresented terms at midday include genes associated with protein synthesis (40S and 60S ribosomal proteins), and carbohydrate, nitrate, nucleotide, and small ion transporters. At sunset, overrepresented terms included diverse RNA modifying pathways, including pentatricopeptide repeat gene families (responsible for organelle RNA editing and processing), MYB transcription factors, and RNA processing genes (RNA pol I specific initiation factor *RRN3*; transducing/WD40 repeat proteins; mRNA decapping proteins; methyltransferases). Finally, overrepresented terms at midnight include genes associated with biotic stress (TIR-NBS-LRR proteins; LRR and NB-ARC proteins; *ADR1*-like proteins), *JUMONJI*-like histone demethylases known to play a role in the evening-phase of the *Arabidopsis* circadian clock, and protein degradation pathways based on ubiquitination/de-ubiquitination.

**Fig. 4:**
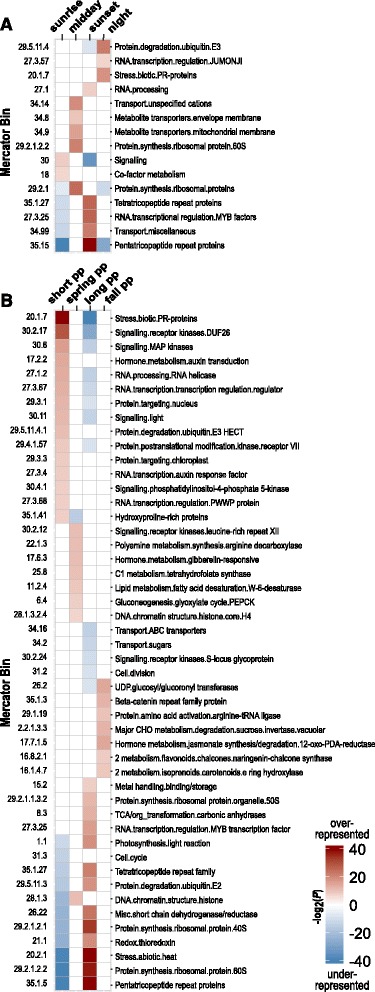
**a** Mercator metabolic categories showing evidence of significant enrichment (*red*) or depletion (*blue*) in the diurnal study. Transcripts were sorted by phase into one of four time bins; ‘sunrise’ (4 – 10 am), ‘midday’ (10 am – 4 pm), ‘sunset’ (4 – 10 pm), and ‘midnight’ (10 pm – 4 am). Shading is scaled by the –log2 value of the *P*-value, following an FDR correction of 0.05. **b** Metabolic pathways showing significant enrichment (*red*) or depletion (*blue*) in four photoperiod categories: short (5-Nov to 4-Feb), spring (5-Feb to 6-May), long (7-May to 5-Aug), and fall (6-Aug to 4-Nov). Shading is scaled by the –log2 value of the *P*-value, following an FDR correction of 0.05

### Annual transcriptome variation in Douglas-fir tracks annual variation in photoperiod

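Mature needles of the previous year's cohort were collected from single Douglas-fir trees that grew together in a common garden, and strand-specific RNA-seq libraries were made from each tree. The count table analysed here covers 4 dates of the annual study in 2011, 10 March, 7 April, 6 May and 17 June. Over these dates day length at the site rose from 11.7 h to 13.0 h, 14.3 h and 15.3 h. The 2-week mean of daily maximum temperature rose from 12.5 °C to 14.3 °C, 19.3 °C and 27.8 °C, and 2-week precipitation was 34.9 mm, 1.52 mm, 1.77 mm and 0.25 mm. The Oregon Siskiyou trees, in which the paper studied annual cycling, gave 16 libraries, with trees 44, 46, 89 and 90 sampled on all 4 dates. Trees 44 and 90 belong to one family, and trees 46 and 89 to the other. Table S1 and the sample labels name tree 89, where the methods give another number for that tree. All 4 Oregon trees were recorded before budbreak on 10 March, 3 of the 4 were past budbreak on 7 April, and all 4 were past it on 6 May. The remaining dates of the annual study, and the remaining tree, were not analysed here. The libraries of each date were sequenced in 2 lanes that held that date alone, and each lane held trees of the 3 seed sources. The submitters' processing notes name CASAVA 1.8 and Bowtie2. The reference and the counting tool behind the deposited counts are not given in the sources used here, and the table's 90662 numbered features differ from the pan-transcriptome of the paper. Total counts of the Oregon libraries ranged from 11294874 to 11298376 on 10 March (median 11297193), from 11296798 to 11298305 on 7 April (median 11297588), from 11296803 to 11300666 on 6 May (median 11298549) and from 11296665 to 11302021 on 17 June (median 11298037.5). Table S1 gives 16829000 to 61502000 reads for the 46 libraries of these dates that could be assigned to a tree, so the totals had been made nearly equal before deposit, and the values here use the deposited counts. Features with a median count over 5 across the 16 Oregon libraries were kept, scaled by TMM and tested with edgeR's quasi-likelihood test at an adjusted p of at most 0.01. The paper's q of the same size set that threshold. The trees entered the test as separate replicates of each date, without a term for the tree. The paper instead averaged the counts of sibling trees into family means, and a fit with counts added up per family is given as an alternative. The deposited features carry numbers only, so no feature could be paired with a gene name.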

Experiments to detect circannual variation included 5 individuals collected at 16 time points over 12 months, and the data were median filtered, normalized by DESeq, averaged by family, and then linearly interpolated to even sampling dates (Additional file 1). After mapping reads from individual annual libraries to the pan-transcriptome reference, 36,145 transcripts met our threshold for analysis (Table 1). 

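On the 4 dates analysed here, 29175 of the numbered features passed the median count filter in the Oregon trees, and 4208 features had no count in any of the 47 columns. The number of features with at least 1 count was 50046 ± 1691 (SD, n = 4 trees) on 7 April and 45966 ± 1566 (SD, n = 4) on 6 May. It was lower in May in each of the 4 trees, at nearly equal total counts (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Detected features numbered 49397 ± 3608 (SD, n = 4) on 10 March and 47142 ± 1752 (SD, n = 4) on 17 June, a difference within the spread between trees (exact permutation test, two-sided, p = 0.314). A fixed set of 50 features, those with the highest counts summed over the 46 assigned libraries, took a larger share of the counts toward summer. It held 20.2% ± 0.499 (SD, n = 4) of the counts of a library on 10 March, 24.5% ± 2.29 on 7 April, 28.6% ± 3.15 on 6 May and 33.9% ± 3.77 on 17 June. A set chosen on pooled counts does not show whether fewer features held the counts of a library. The share was higher in June than in March in all 4 trees (exact permutation test, two-sided, p = 0.0286). From April to May it rose in 3 trees and fell in 1 (exact permutation test, two-sided, p = 0.114). These tests were chosen after the values were seen. They exchange libraries without regard to the tree, although the same 4 trees were sampled on each date. A two-sided exact sign test within the 4 trees cannot give a p under 0.125.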

Following DESeq count normalization, JTK-cycle identified 24,688 transcripts showing significant circannual expression at a false-discovery rate of 5% (*q ≤* 0.05). After imposing a more stringent false-discovery correction (*q ≤* 0.01), the list contained 21,225 high-confidence circannual transcripts (Table 1; Additional file 3).

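Of the features tested in the Oregon trees, 1997 (6.85%) changed over the 4 dates at an adjusted p of at most 0.01 from edgeR, and 4904 at an adjusted p of at most 0.05. From 10 March to 17 June 538 features rose and 655 fell, with a median size of change of 1.48 on the log2 scale. Most of the stepwise changes lay between 7 April and 6 May, when 375 features rose and 547 fell. The make-up by flowcell also changed in that interval alone. In March and in April 2 of the 4 Oregon libraries were on flowcell fc1022, and in May and June all 4 were on fc1025. With the flowcell as a covariate edgeR called 212 features from April to May. In the libraries of flowcell fc1025 alone, a subset chosen after the data were seen, it called 42. Between 10 March and 7 April 15 rose and 2 fell, against 182 and 129 with DESeq2. From 6 May to 17 June edgeR called 0 features (1853 at an unadjusted p of at most 0.05, 36 with DESeq2 and 10 with the tree as a block). In simulated counts with 200 features changed 4-fold, DESeq2 made 15 false calls and edgeR 1 at the same threshold. The comparisons of June with March and of May with April share no library but come from the same trees and 1 fit, and 160 features rose and 191 fell in both, a count made after the values were seen.
The 2 largest rises and falls among features with a mean count of at least 50 and a change of the same sign in all 4 trees were chosen by a rule set before the data were examined. The feature gene19827 had 0.839 ± 0.443 CPM (counts scaled to the library size; SD, n = 4 trees) on 10 March, 13.1 ± 6.27 on 7 April, 64.6 ± 37.3 on 6 May and 65.4 ± 28.3 on 17 June. Its log2 change from March to June was 6.25 (standard error 0.632, adjusted p = 6.74e-05 from edgeR). The feature gene22454 rose from 0.131 ± 0.211 CPM (SD, n = 4) in March to 12.1 ± 9.24 CPM in June, a log2 change of 6.46 (standard error 1.27, adjusted p = 0.00451 from edgeR). Its March counts were 0 to 5 per library, so the size of that change is imprecise. The feature gene79725 had 58.8 ± 8.77 CPM (SD, n = 4) in March, 11.0 ± 7.03 in April, 8.79 ± 6.57 in May and 0.308 ± 0.174 in June, a log2 change of -7.53 (standard error 0.762, adjusted p = 6.74e-05 from edgeR). The feature gene46765 had 572 ± 594 CPM (SD, n = 4) in March, with a range of 63.9 to 1421 over the trees, and 4.35 ± 2.15 CPM in June (log2 change -7.04, standard error 1.20, adjusted p = 0.00191 from edgeR). The adjusted p of gene22454 reached 0.0492 without tree 44 and 0.0423 without tree 89, and that of gene46765 reached 0.0314 without tree 44, 0.0223 without tree 46 and 0.0275 without tree 90. With the flowcell as a covariate the adjusted p of gene22454 was 0.0275, and in the libraries of flowcell fc1025 alone, chosen after the data were seen, it was 0.042 and that of gene46765 was 0.0123. With counts added up per family, 0.0508 was the adjusted p of gene22454, 0.02 that of gene19827, 0.0226 that of gene79725 and 0.0319 that of gene46765.

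**Figure D1:**
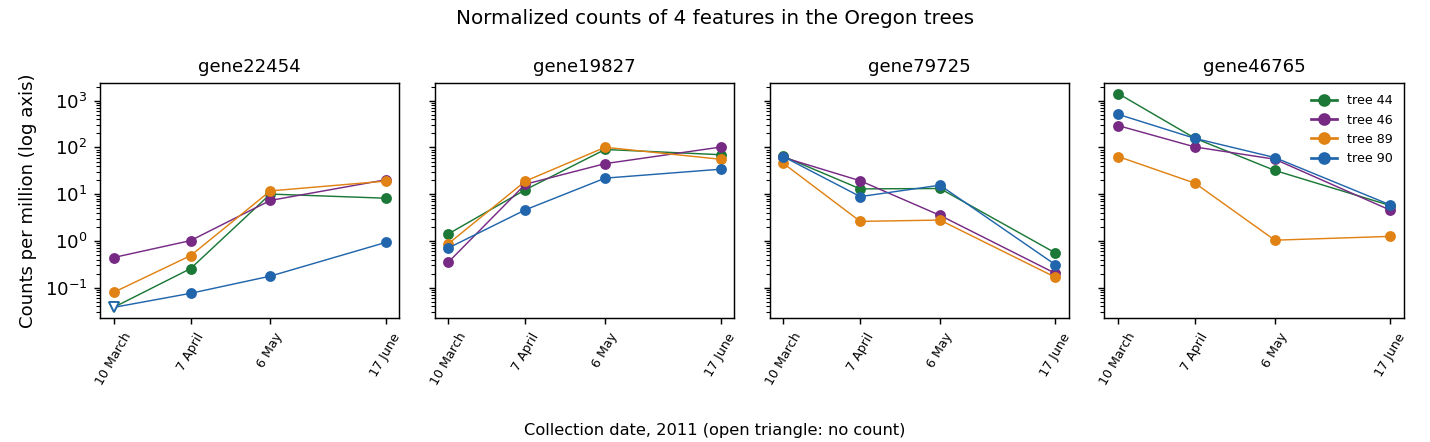
CPM of the 4 named features (log axis) in each Oregon tree, drawn as points joined by a line, on the 4 collection dates. An open triangle on 10 March marks no count of gene22454, in trees 44 and 90. The values of gene19827 and gene22454 are highest on the May and June dates, and those of gene79725 and gene46765 on 10 March.

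The same trees were sampled on each date, and with the tree as a block 5048 features changed over the 4 dates, 3321 from March to June and 219 from March to April. The count over the 4 dates was 200 without tree 44, 407 without tree 46, 778 without tree 89 and 361 without tree 90, and that from March to June lay between 155 (without tree 44) and 443 (without tree 89). The first count was 552 with the sequencing flowcell as a covariate and 264 in the libraries of 1 flowcell alone, a subset chosen after the data were seen. With counts added up per family, which leaves 2 replicates per date, edgeR called 0 features over the 4 dates (7808 at an unadjusted p of at most 0.05, 2573 with DESeq2), 0 from March to June (7637 and 1481) and 0 from April to May (7302 and 1122). At an adjusted p of at most 0.05 edgeR called 698, 825 and 266. DESeq2 was run on these counts after the data were seen. From March to April, where edgeR called 17 features at first, it called 0 without tree 44, 46 or 89 and 2 without tree 90. It called 3 with the flowcell as a covariate, and 0 with counts added up per family (2660 at an unadjusted p of at most 0.05, 168 with DESeq2).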

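Among the features that changed over the 4 dates in the Oregon trees, the date of the highest mean expression was 10 March for 608 (30.5%), 7 April for 543 (27.2%), 6 May for 415 (20.8%) and 17 June for 431 (21.6%). Determined in each tree alone, the shares were 29.5% ± 5.35 (SD, n = 4 trees) for March, 27.9% ± 5.54 for April, 20.7% ± 1.57 for May and 21.9% ± 1.85 for June. The lowest mean lay on 10 March for 549 features, on 7 April for 353, on 6 May for 560 and on 17 June for 535. Over all features that passed the count filter, called or not, the highest mean was spread almost evenly, with 25.9% in March, 25.0% in April, 24.9% in May and 24.2% in June. These shares describe the date means and were not tested. The dates analysed here fall between early spring and the start of summer, so maxima in winter or July are not resolved by them.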

The distribution of circannual expression phases (Fig. 2b) for high-coverage transcripts also shows a pronounced bimodal pattern, with the majority of transcripts reaching maximum expression in one of two seasons: (a) December through January, coinciding with winter dormancy, maximum freeze tolerance, reduced metabolic activity, and shortest photoperiods (day length ≤ 10.5 h); or (b) June through July, coinciding with maximum shoot growth, high metabolic activity, and longest photoperiods (day length ≥ 14.5 h). In total, 10,326 (48.7%) of all circannual transcripts reached phase within +/− 20 days of winter and summer solstices. Example transcripts showing estimated phases for each month of the year are provided in Fig. 5, and they are arranged in increasing order of lag month (e.g., November through October, panels A – L). Details for these transcripts are provided in Additional file 1. Example transcripts reaching peak activity in short photoperiods/winter include transcripts homologous to genes known to play a role in winter adaptation and cold tolerance in *Arabidopsis* (Fig. 5a, inducer of CBP expression, *ICE1*), transcriptional regulation in dormancy (Fig. 5b, mRNA adenosine methylase), and winter photoprotection in conifers (Fig. 5c, early light inducible protein, *ELIP1*; [26]). Example transcripts reaching peak activity in spring photoperiods include transcripts with unknown functions (Fig. 5d), oxidoreductase and RNA-binding activity (Fig. 5e), and mitochondrial transcription termination factors implicated in adaptation to cold climates in conifers [68] (Fig. 5f). Example transcripts reaching peak activity in long photoperiods/summer include transcripts for a cysteine proteinase (Fig. 5g) and a pectin acetylesterase (Fig. 5h) associated with drought responses in *Arabidopsis* [69], and a multiprotein bridging factor that responds to biotic and abiotic stresses, including heat (Fig. 5i). Example transcripts reaching peak activity in fall photoperiods include transcripts for an FMN-linked oxidoreductase (Fig. 5j) implicated in convergent adaptation to cold climates [68], a chloroplast co-chaperonin (Fig. 5k) associated with drought in *Arabidopsis* [69], and a CCCH-type Zn-finger protein that is upregulated in October (Fig. 5l). As we observed for diurnal transcripts, 36.3% (*N* = 7711) of the high-confidence annual cycling genes are “not assigned.unknown” in Mercator (Fig. 2b), and they show no homology to proteins or RNAs in GenBank.

**Fig. 5:**
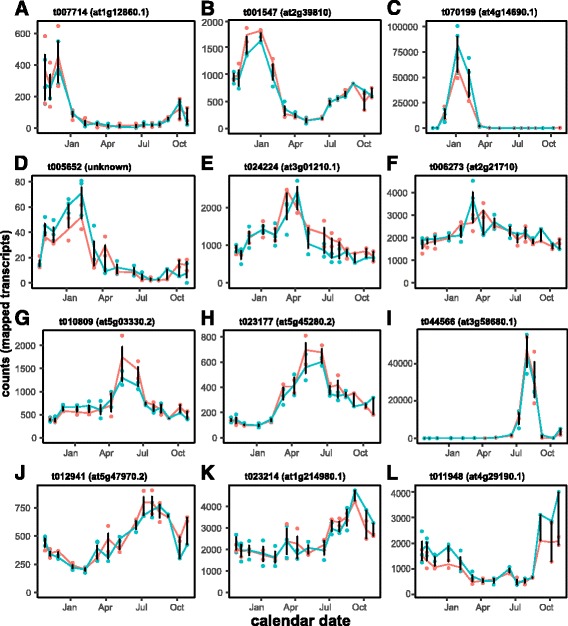
Example expression profiles for transcripts exhibiting significant cyclic annual variation, ordered by phase. Gene expression was estimated by RNA-seq from needle samples collected from two families of trees at *c.* three week intervals for one year. For each transcript, the Douglas-fir transcript name and best BLAST match to *Arabidopsis* (prefix ‘at’) are provided; genes lacking a BLAST match to the NCBI NR database are identified as ‘unknown’. Lines connect the mean gene expression (DESeq-normalized counts per transcript) for each family; error bars represent the SD for all replicates. Shown are transcripts reaching phase in in each experiment month, starting in November (**a**), continuing sequentially through December – September (**b-k**), and ending in October (**l**)

Mercator terms were associated with 13,514 of the 21,225 high-confidence transcripts (excluding “not assigned.unknown”), and these were analyzed for evidence of Mercator term enrichment or depletion. Transcriptional phases were divided into seasonal bins by photoperiod (defined in Methods); bins included ‘short’ photoperiod (5796 transcripts), ‘spring’ photoperiod (1466 transcripts); ‘long’ photoperiod (5073 transcripts); and ‘fall’ photoperiod (1179 transcripts). 

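The collections of 10 March and 7 April fall in the spring photoperiod bin and that of 17 June in the long photoperiod bin. The methods place 6 May in the long bin, whereas the legend of Fig. 4 places it on the last day of the spring bin. Of the features that changed over the 4 dates, 1151 (57.6%) had their highest mean in March or April and 846 (42.4%) in May or June. Both of the earlier dates lay above both of the later dates for 1016 features, and below them for 799. To follow the change tree by tree with features not chosen on the Oregon libraries, features that changed from March to June in the Washington Coast trees at the same site were used, 1308 that rose there and 1421 that fell. In the Oregon trees the first list was higher by 0.24 ± 0.12 (mean log2 change, SD, n = 4 trees) in April than in March, by 0.73 ± 0.03 in May than in April and by 0.11 ± 0.11 in June than in May. The second list differed by -0.17 ± 0.17, -0.92 ± 0.08 and -0.15 ± 0.16 (SD, n = 4) over the same intervals. The interval from 7 April to 6 May held the largest change in each of the 4 trees (exact sign test, two-sided, p = 0.125, the smallest that 4 trees allow).

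**Figure D2:**
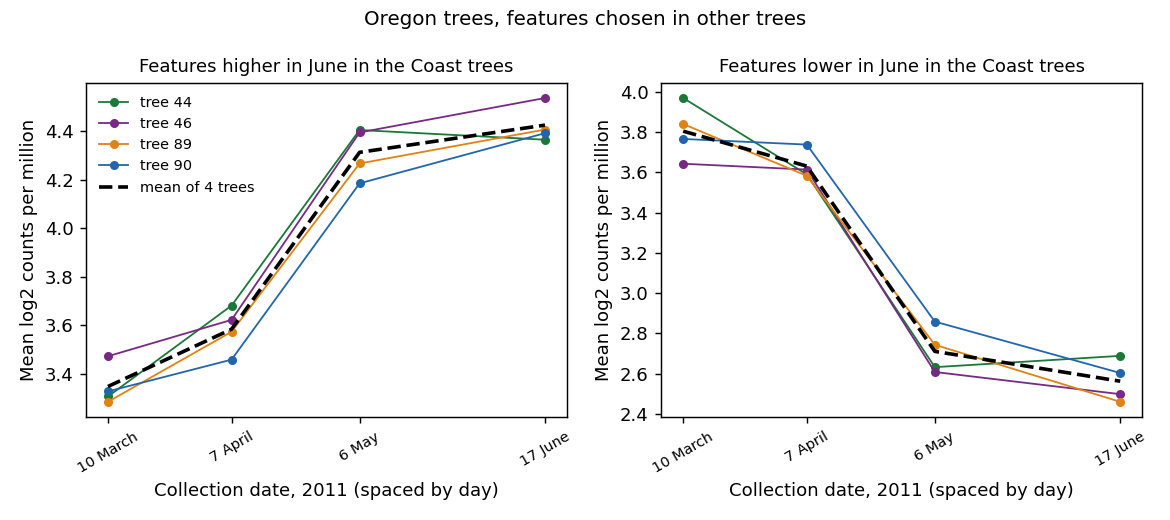
Mean log2 CPM of the features that rose (left) and fell (right) in the Washington Coast trees, in each Oregon tree (points and lines) and as the mean of the 4 trees (dashed line), by collection date. In both panels the mean changes most between 7 April and 6 May.

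Both lists together changed by 0.87 from April to May in trees 44 and 46, whose April and May libraries were sequenced on the same flowcell, and by 0.79 in trees 89 and 90, whose April libraries were on the other. The number of features called between April and May in the Oregon trees was 2866 with the tree as a block, 212 with the flowcell as a covariate, and between 2 (without tree 44) and 292 (without tree 89) when 1 tree was left out.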

Across seasonal bins, we found evidence for over- or under-representation in 48 Mercator metabolic pathways (Fig. 4b; Additional file 5). Pathways showing an over-representation of phase values in short photoperiod days (winter) were related primarily to biotic stress, signaling, protein degradation and post-translational modification, and RNA transcription in diverse regulatory genes such as MAP kinases, RNA helicases, and proteins playing a role in hormone signaling and transduction (e.g., auxin; DUF26). Pathways showing over-representation of phases on long photoperiod days (summer) were related primarily to organelle regulation (pentatricopeptide and tetratricopeptide repeat protein families), photosynthesis-related metabolism (photosynthesis light reaction; carbonic anhydrase; metal binding/storage), ribosomal protein synthesis (nuclear and organellar), redox/thioredoxin, and stress from heat.

We used multiple regression analysis to test whether three environmental factors – two week interval mean photoperiod (in minutes, as second-order polynomial), two week interval mean temperature (maximum °C), and two week interval cumulative precipitation (in mm) – could predict the number of transcripts reaching phase over two week periods across a complete year. Tests for multicollinearity indicated a low to modest level of multicollinearity among the environmental factors (variance inflation factor ≤ 2.82 for all factors; Table 3). The results of the regression model indicated the combined predictors explained 83.41% of the total variance (adjusted *R2* = 0.802, *F*_*4,21*_ = 26.38, *p* = 6.31e-08; Table 3), with mean photoperiod (*β* = 8.468e-01, *p* = 1.25e-07; Table 3) and mean maximum temperature (*β* = −3.739e-01, *p* = 0.0206; Table 3) indicated as the most significant predictors. Mean cumulative precipitation variable accounted for insignificant levels of variation (*β* = −9.424e-03, *p* = 0.9435; Table 3). Photoperiod, temperature, and precipitation have all been implicated as major drivers in seasonal gene expression in different plant tissues [12, 34], but at the scale of global transcription over a year, photoperiod is the dominant driver of the timing of cyclic gene expression maxima in our study of Douglas-fir needles.

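A straight-line slope of expression on day length over the 4 dates passed the test in 2005 features of the Oregon trees, of which 962 had a positive and 1043 a negative slope (edgeR, adjusted p at most 0.01), with a median size of 0.40 on the log2 scale per hour of day length. The slope on the 2-week mean of daily maximum temperature, chosen after the data were seen, passed in 1004 features, of which 409 had a positive and 595 a negative slope, with a median size of 0.10 per °C. Among the features that changed over the 4 dates, the date means of 1426 (71.4%) lay closer to a straight line on day length than on temperature, and those of 571 closer to temperature. The median R² over these features was 0.759 for day length and 0.654 for temperature. A single step between 7 April and 6 May, placed there after the same libraries had been seen, had a median R² of 0.897, and 1362 features (68.2%) lay closer to it than to either line. These R² values, computed after the calls were seen, describe 4 date means per feature, and the predictors were not tested against each other, since day length, temperature and date all rose from March to June. The number of features with a slope on day length was 3494 with the tree as a block and 48 with counts added up per family. Leaving out 1 tree gave between 374 (without tree 44) and 715 (without tree 46). From its regression of the number of transcripts reaching phase in 2-week periods of the year (Table 3), in which photoperiod and maximum temperature were the most significant predictors, the paper concludes that photoperiod is the dominant driver of when cyclic expression peaks in these needles.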

**Table 3:** Model summary for multiple regression analysis of relationship between the number of transcripts reaching maximum expression (phase) and environmental predictors (photoperiod, maximum temperature, precipitation) over two week intervals for a full year

ANOVA	df	Sum of squares		Mean of squares	*F*	Pr(>|t|)	
photoperiod	2	27.03		13.51	49.29	1.168e-08	
temperature	1	1.897		1.897	6.920	0.0156	
precipitation	1	0.0014		0.0014	0.0051	0.9435	
residuals	21	5.757		0.2741	*NA*	*NA*	
Coefficients	VIF	b	Std. Err.	β	Std. Err.	T value	Pr(>|t|)
constant	*NA*	-1.307e + 00	1.967e-01	-1.130e-16	8.718e-02	−6.646	1.40e-06
photoperiod	2.531	2.667e-03	1.281e-03	2.945e-01	1.414e-01	2.082	0.0497
photoperiod^2^	1.494	8.037e-05	1.031e-05	8.468e-01	1.087e-01	7.793	1.25e-07
temperature	2.822	−4.886e-02	1.951e-02	−3.739e-01	1.494e-01	−2.503	0.0206
precipitation	2.186	−9.627e-03	1.343e-01	−9.424e-03	1.315e-01	−0.072	0.9435

R2 = 0.834; Adjusted R2 = 0.802; Residual standard error = 0.4445 (21 d.f.); *F*-statistic: 26.38 on 4 and 21 d.f., *p*-value = 6.31e-08

### Generalizing annual transcriptome expression variation to other conifers

To explore the generality of our circannual predictions, we evaluated the timing and direction of annual transcript accumulation (phase) from the perspective of two previously published studies of seasonal gene expression in conifers: summer transcription in Douglas-fir, and fall transcription in Sitka spruce. The recent study by Hess et al. [33] identified six categories of ‘environmentally-responsive’ transcripts, and we used reciprocal BLAST searches of both reference transcriptomes to identify 2278 transcripts common to both studies. These include 537 transcripts that are down-regulated when day length is long (‘day length-down’), 332 transcripts up-regulated when day length is long (‘day length-up’), 363 transcripts down-regulated when temperature is high (‘temperature-down’), 295 transcripts up-regulated when temperature is high (‘temperature-up’), 271 transcripts down-regulated when total available water is high (‘precipitation-down’), and 480 transcripts up-regulated when total available water is high (‘precipitation-up’) (Additional file 1).

The distribution of phase dates for each of the six environmentally-responsive transcript categories was significantly different than the expected distribution for all ‘environmentally-responsive’ transcripts (minimum *X* ^*2*^ = 36.041, 3 d.f., *p* ≤ 7.34e-8; Additional file 1). In nearly all cases, the distribution of transcript phases (relative to expected distribution; unfilled bars in Fig. 6b-d) are consistent with their predicted environmentally-responsive transcript category (filled bars, Fig. 6b-d) [33], and the seasonal factors that are predicted to drive their expression (Fig. 6a). For example, ‘day length-down’ transcripts are predicted to be down-regulated when day length is long. Our results show that there is a significant excess in the number of transcripts reaching phase during the short photoperiod season (Fig. 6b, upper panel), and a corresponding deficiency in the number of transcripts reaching phase during the long photoperiod season. This trend is reversed for ‘day length-up’ transcripts (Fig. 6b, lower panel); these are predicted to be up-regulated when photoperiod is long, and our results show that there is a significant excess of transcripts reaching phase during the long photoperiod season, and a deficiency in transcripts reaching phase during the short photoperiod season. Similar trends are observed for ‘temperature-responsive’ transcripts, as ‘temperature-down’ show a significant excess of transcripts reaching phase in coldest months (short photoperiod; Fig. 6c, upper panel), and ‘temperature-up’ show a significant excess of transcripts reaching phase in warm months (fall photoperiod; Fig. 6c, lower panel). ‘Precipitation-responsive’ transcripts show a similar pattern, although in this case the ‘precipitation-down’ category shows a significant excess of transcripts reaching phase in the driest months (fall photoperiod season; Fig. 6d, upper panel), and ‘precipitation-up’ shows a significant excess of transcripts reaching phase in the wettest months (short photoperiod).

**Fig. 6:**
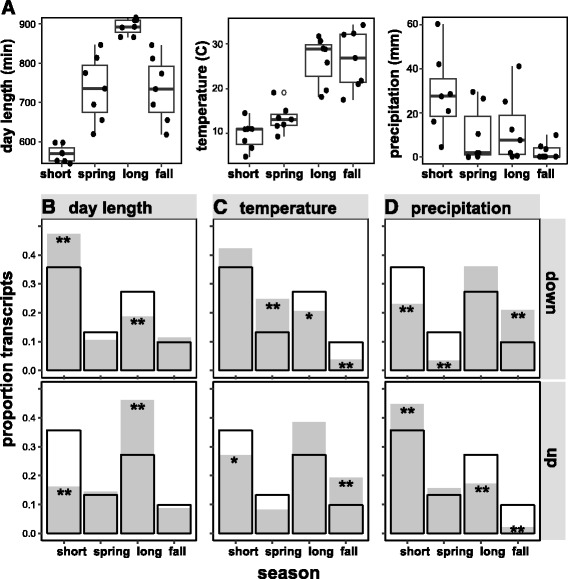
Seasonal distributions of phase times for environmentally-responsive transcripts identified in Hess et al. [33]. **a** Box plots show the mean and interquartile range for mean day length, mean maximum temperature, and cumulative precipitation for two-week intervals at our study site. These three environmental factors are predicted to influence transcription in Douglas-fir. **b**-**d**) Seasonal distributions of predicted and observed numbers of transcripts reaching maximum expression for each of the six environmentally-responsive classes identified in [33]. The predicted distribution (*unfilled bars*) represents the proportion of transcripts for each season reaching maximum expression (phase), across all environmentally responsive transcripts that show significant circannual cycles (*N* = 2278 transcripts). Observed distributions (filled bars) represent the proportion of transcripts for each season reaching maximum expression for each category (e.g., ‘day length-down’). Categories showing a significant excess or deficit of transcripts relative to expected proportions are identified by one or two asterisks (* = *p* ≤ 0.05; ** = *p* ≤ 0.01)

An important finding in our study is that a significant proportion of transcripts reach peak accumulation during the dormant period (e.g., Fig. 2). If this is a common feature of conifer needle transcription, similar patterns of up- and down-regulation should be observable in other late season time-course studies of gene expression in conifers. To evaluate the reproducibility of this pattern, we selected a subset of dates from our annual study (17-Aug-2011 and 7-Oct-2011) to compare with a microarray-based study of needle gene expression in Sitka spruce (*Picea sitchensis*) conducted at a similar time interval (30-Aug, 18-Oct) in British Columbia, Canada [34]. From these studies, we identified 11,582 transcripts that showed reciprocal best BLASTN matches between the Douglas-fir transcriptome and Sitka spruce clones used in microarray design (Additional file 6). Out of this total, 760 transcripts showed evidence of significant seasonal change in Sitka Spruce (*q* ≤ 0.05; two-fold change [34]), and cyclic behavior in Douglas-fir (*q* ≤ 0.01, JTK-cycle). The rank order of fall:late summer gene expression ratios for these 760 transcripts was more preserved than would be expected if gene order was random (Kendall’s *τ* = 0.2901; z = 11.989; *p* < 2.2e − 16), indicating that the direction of transcript change (increasing, decreasing) and the relative magnitude of transcript accumulation was more preserved than expected across these dates. Due to their differences, comparisons between microarray and RNA-seq data are challenging within designed studies; for this reason, the similarity between fall transcriptional responses in *Picea* vs. *Pseudotsuga* should be considered provisional evidence for a shared response to the onset of fall and short photoperiods, one that is characterized by a significant increase in transcript accumulation prior to the onset of dormancy.

## Discussion

Perennial, evergreen needles are one of the key features that distinguish nearly 700 species of conifers from the tree model *Populus* and from other deciduous angiosperm trees. Over a calendar year, persistent leaves undergo transcriptional and metabolic shifts that allow for photosynthesis when conditions are favorable (even during winter), while providing conservative protection from the damaging effects of winter cold during dormancy [23, 70], and drought during seasonal dry periods [21, 22]. By defining the complexity and contribution of gene expression over the complete growth-dormancy cycle, circannual studies like this provide a foundation for identifying associations between the synchrony of transcriptional change to seasonal events in climate or phenology, and they offer a source of evidence for identifying genes/pathways that may contribute to adaptive responses in forest trees to climate change.

Our results show that the timing of maximum transcript accumulation in diurnally and circanually cyclic transcripts from conifer needles is associated with the timing and amount of light at both temporal scales. At a daily scale, 12,042, or 29%, of expressed diurnal transcripts showed a significant diurnal cycle, with nearly one half of these diurnal transcripts achieving maximum mRNA accumulation within +/− 2 h of sunrise or sunset. This pattern has been shown in diverse plants and animals [5, 7], and is explained as “expression anticipation” for the transition from dark to light in the morning, and light to dark in the evening. We found a high degree of concordance in the phase for these genes in the conifers Douglas-fir and *Cryptomeria* (Table 2) and the angiosperm *Arabidopsis*, which is striking given the different methodologies used in these studies (e.g., microarrays vs. RNA-seq) and the organismal divergence included in the comparison. A small number of genes – specifically, *FT*, *LHY*, and *ZTL* – showed pronounced differences in phase between these three taxa. These differences may be due to incorrect assessments of orthology in gene families, but in the case of *FT and LHY,* it may be due to divergent gene functions in gymnosperms and angiosperms, as has been previously suggested [14, 28]. The influence of light as an entraining force of circadian cycles is well-known in plants [1–4, 7, 8], and our analysis expands the list of known circadian genes to a new lineage of gymnosperms. It’s important to note that our circadian study was performed near the autumnal equinox (September 7–8), so it could represent a different transcript profile than those represented in *Cryptomeria* [31], which were sampled closer to the summer and winter solstices (July 30–31; December 22–23). Given the strong circannual variation observed in Douglas-fir (e.g., Fig. 2) and observations of circadian dampening or arrest during winter dormancy in *Cryptomeria* [31] and other organisms [71], ‘diurnal’ transcriptomes are likely to exhibit different cyclic behaviors and members under different seasonal conditions and tissue sources. Expanding these comparisons to additional tissues, seasons, and conifer species under standardized conditions (age of tissue and plant; sampling interval; analytical methods) with comparable gene expression detection methods (e.g., RNA-seq) would make it possible to identify essential circadian components in gymnosperm genomes, as well as developmentally- or temporally-unique components.

At an annual scale, 21,225, or 58.7%, of expressed annual transcripts showed significant circannual cycles, with nearly half of all expressed transcripts achieving maximum mRNA accumulation within +/− 20 days of the shortest or longest photoperiod. Photoperiod is known to play a crucial role in the timing of the onset of dormancy, bud break and flowering in photoperiod-sensitive plants [11, 14, 17, 72, 73], and photoperiod has been shown to explain greater seasonal variation in photosynthetic activity than temperature for many tree species [74]. Given the reliability of light as an entraining force for forecasting environmental change, photoperiod is a common signal used by many trees for tracking seasons at the molecular level [14, 72, 73], through interactions with phytochromes, the *constans* and *FT* (or *FT*-like) module [11, 14, 75], and regulatory proteins that control circadian expression and bud dormancy and release (e.g., *apetala2*/*EBB1* [12]). Douglas-fir has been characterized as exhibiting ‘photoperiod-sensitive’ and ‘photoperiod insensitive’ responses (summarized in [73]), and our study of Douglas-fir annual transcription shows a strong ‘photoperiod effect’, such that photoperiod is the single strongest predictor of the number of genes reaching peak expression throughout the year (Table 3). At present, it’s not possible to determine the extent to which this global circannual expression pattern is driven by photoperiod, climate, or the photoperiod-sensitive nature of the species. As with circadian studies, expanding circannual studies to photoperiod-sensitive and insensitive conifer species in diverse environments could help to identify the essential and variable components of a ‘core’ circannual clock.

Environmental cues like temperature and water availability are known to modulate seasonal processes and gene expression [73]; in our study, temperature was a significant yet weak predictor of the global number of genes reaching phase (Table 3), and precipitation showed an insignificant relationship to genes reaching phase. Genes responding to these climatic factors may be less abundant in plant transcriptomes, their activity may be temporally transient, or they may be difficult to model using cyclic (cosine-like) functions. Population sampling strategies like those used by Hess et al. [33] may show the greatest power for identifying genes that respond to secondary signals like temperature or water availability. Interestingly, estimates of annual phase from our study were generally congruent with classifications for environmentally-responsive transcripts by Hess et al. [33] (Fig. 6), as transcripts described as upregulated during long photoperiods, high temperatures, and dry conditions were enriched in our ‘long photoperiod’ (also hottest and driest; Fig. 6a) season. Similarly, transcripts described as downregulated during long photoperiods, high temperatures, and dry conditions were enriched in our ‘short photoperiod’ (also coolest and wettest; Fig. 6a) seasons. Examples of transcripts meeting these predictions are shown in Fig. 5a (predicted ‘day length-down’; [33]) and Fig. 5i (predicted ‘temperature-up’; [33]).

While there is general agreement in the predicted expression patterns in these studies, it’s important to note that a sizeable proportion of the ‘environmentally-responsive’ Douglas-fir transcriptome described by Hess et al. [33] reaches maximum activity in seasons that are contradictory to predictions. For example, 289 of the 537 (53.8%) “day length – down” transcripts reach maximum expression during the expected short photoperiod season, but 114 (21.2%) reach maximum expression in the *unexpected* long photoperiod season. Across all six categories described by Hess et al. [33], we find that an average of 19.2% of transcripts reach phase in the opposing season predicted by their environmentally-responsive categories. These discrepancies could be due to analytical errors, genotype x environment interactions imposed by different garden climates, or complex transcription responses to seasonally-recurring stresses.

The entrainment of diurnal and circannual gene expression by light quality or day length in Douglas-fir is intuitive, but the dramatic accumulation of transcripts at the winter solstice presents something of a paradox; *why does transcript accumulation peak for such a high proportion of the cyclic transcriptome during dormancy, when metabolic activity is reduced and growth is arrested?* In western Oregon, Douglas-fir typically remains photosynthetically active during the winter [22], but seasonal transcription for protein synthesis, metabolism, and photosynthesis are underrepresented (Fig. 4). Instead, Douglas-fir undergoes physiological changes that result in maximum cold hardiness between November to early December [25], and this timing coincides with the increase in genes achieving maximum transcript accumulation (e.g., Fig. 2b), and enrichment for genes involved in stress responses, hormone transduction, and light signaling (Fig. 4). Transcription for many genes and pathways are known to increase under short days and cold temperatures in response to adverse environmental conditions [24, 26], such as temperature, osmotic, drought, and light stress. The list of Douglas-fir cyclic transcripts reaching maximum transcription in winter includes genes implicated in cold acclimation of *Populus* buds (e.g., early light-inducible proteins (ELIPs), C-repeat binding factors, fatty acid desaturases, major carbohydrate enzymes, LEA-like proteins, and heat shock proteins [18]). Short day- and dormancy-induced transcriptional upregulation in needles appears extensive, and further effort is required to determine how this seasonally-diverse transcript pool coordinates the proximal demands of growth cessation, preparation for winter stress, and establishment/maintenance of dormancy and cold hardiness.

## Conclusions

Conifers possess evergreen needles that sense and respond to year-round environmental signals. In this study, we used RNA-seq to monitor transcriptional activity in Douglas-fir needles at daily and annual cycles, and we found that gene expression is dependent on light at both scales. At a daily scale, we identified 12,042 transcripts that showed significant cyclic variation, with nearly half of transcripts achieving maximum activity +/− 2 h from sunrise or sunset. At an annual scale, 21,225 transcripts showed significant cyclic variation, with nearly half of transcripts achieving maximum activity +/− 20 days from the winter or summer solstices. Comparisons with diurnal and seasonal gene expression studies with other conifers show a high degree of concordance, suggesting that results from this study may be useful for predicting the timing of transcription in other populations of Douglas-fir, and other species of genomically-complex temperate zone gymnosperms such as spruce [76, 77] and pine [57]. To aid in these comparisons, we have made the daily and circannual transcriptional patterns for Douglas-fir available for examination [78], and have merged our estimates of predicted phase (circadian; circannual) with results from the related study of Hess et al. [33] to provide a comprehensive list of temporally- and environmentally-responsive transcripts (Additional file 7).

The combination of large genome size (~20 Gbp), high transcriptional complexity [79, 80], genic redundancy, and divergence from angiosperm models has made it difficult to infer gene function in conifers based on homology alone; for this reason, genetic-environmental and genetic-phenotypic associations are being investigated in many conifer species [68, 81]. Conifers lack tractable models for reverse genetic manipulation, so context-specific evidence offered by diurnal, seasonal, and circannual gene expression studies provide the insights into the functional relevance of transcript accumulation, and the seasonal context that genes and pathways are up- and downregulated. A clearer understanding of role that complex circannual transcription plays in physiological and fitness responses will emerge as the developing Douglas-fir genome [82] and other conifer genomes are integrated with daily, seasonal, circannual, and tissue-specific transcriptomic studies.

## Additional files

Additional file 1: Additional information on needle sampling methods, original source locations for trees, the location of common gardens, sampling intervals used for collections, individual tree sequencing library summaries, and individual tree transcriptome summaries. The file can be opened in Microsoft Word or any word processing program that accepts rich text format.

Additional file 2: Daily environmental data associated with experiment. This file includes date (mm/dd/yyyy), experiment day, Julian day, experiment week, experiment month, minimum air temperature (°C), maximum air temperature (°C), mean daily air temperature (°C), daily precipitation (mm), day length (h:m:s), and the daily sum of solar radiant exposure (MJ/m^2^). The file can be opened in Microsoft EXCEL or any program that accepts text as tab-separated values. (TSV 20 kb)

Additional file 3: Summary of JTK-Cycle inferred cycle properties for diurnal and annual cyclic transcripts. The file can be opened in Microsoft EXCEL or any program that accepts text as tab-separated values. (TSV 3802 kb)

Additional file 4: Summary of enriched and depleted Mercator functional category terms for the diurnal study. The file can be opened in Microsoft EXCEL.

Additional file 5: Summary of enriched and depleted Mercator functional category terms for the annual study. The file can be opened in Microsoft EXCEL.

Additional file 6: Summary of transcripts showing best reciprocal BLAST match between Douglas-fir and Sitka spruce clones used in Holliday et al., 2008, and data used for comparing ranked lists for Kendall’s Tau test. The file can be opened in Microsoft EXCEL.

Additional file 7: Summary of transcripts showing best reciprocal BLAST match between Douglas-fir transcripts in Hess et al. 2016 and Douglas-fir transcripts in this paper. The file can be opened in Microsoft EXCEL. (CSV 446 kb)

## Abbreviations

CCA1: Circadian clock-associated
CoA: Coenzyme A
COP: Constitutive photomorphogenic
CRY: Cryptochrome
DTT: Dithiothreitol
ELF: Early flowering
ELIP: Early light inducible protein
FT: Flowering locus T
GI: Gigantea
LHY: Late elongated hypocotyl
LRR: Leucine-rich repeat
LUX: Lux-arrhythmo
MYA: Millions of years ago
NBS: Nucleotide binding site
PHY: Phytochrome
PVP: Polyvinylpyrrolidone
RVE: Reveille
TOC: Timing of CAB expression
VIN: Vernalization insensitive
ZT: Zeitgeber time
ZTL: Zeitlupe

# Supplementary material for: Transcription through the eye of a needle: daily and annual cyclic gene expression variation in Douglas-fir needles
**Source:** BMC Genomics. 2017 Jul 24;18:558. doi: 10.1186/s12864-017-3916-y
**Supplement:** Supplementary file 1 — Additional information on needle sampling methods, original source locations for trees, the location of common gardens, sampling intervals used for collections, individual tree sequencing library summaries, and individual tree transcriptome summaries. The file can be opened in Microsoft Word or any word processing program that accepts rich text format.

## *BMC Genomics* Supporting Information

Article title: **Transcription though the eye of the needle: daily and annual cycles of gene expression variation in Douglas-fir needles**

Authors: Richard Cronn^1^, Peter Dolan^2^, Sanjuro Jogdeo^3^, Jill Wegrzyn^4^, David B. Neale^5^, J. Bradley St. Clair^1^, and Dee Denver^6^

**The following Supporting Information is available for this Article:**

**Additional File 1.** (this document). Additional information on original source locations for trees, the location of common gardens, sampling intervals used for collections, individual tree sequencing library summaries, and individual tree transcriptome summaries. The file can be opened in Microsoft Word or any word processing program that accepts rich text format

**Additional File 2.** Daily environmental data associated with experiment. This file includes date (mm/dd/yyyy), experiment day, Julian day, experiment week, experiment month, minimum air temperature (°C), maximum air temperature (°C), mean daily air temperature (°C), daily precipitation (mm), day length (h:m:s), and the sum of radiant exposure (megajoules/m^2^). The file can be opened in Microsoft EXCEL or any program that accepts text as tab-separated values (TSV).

**Additional File 3.** Summary of JTK-CYCLE inferred cycle properties for diurnal and annual cyclic transcripts. This file includes the following variables: TRANSCRIPT (name), DIUR_FLAG (identifies transcripts showing significant diurnal cycle), ANNU_FLAG (identifies transcripts showing significant annual cycle), DIUR_ANNU_FLAG (identifies transcripts showing significant diurnal and annual cycles), DIUR_BH.Q (significance from JTK_ CYCLE, corrected for multiple tests), DIUR_ADJ.P (significance from JTK_CYCLE), DIUR_PERIOD (JTK_CYCLE inferred period length, in hours), DIUR_PHASE (JTK_CYCLE inferred phase for inferred period, in hours from 2:00 a.m. [start of experiment]), DIUR_ PHASE 24 (JTK_CYCLE inferred phase for 24 hour clock, in hours from midnight), DIUR_AMP (JTK_CYCLE inferred amplitude, in mapped RNA-seq reads), DIUR_MEDIAN (median number of mapped RNA-seq reads), ANNU_BH.Q (significance from JTK_ CYCLE, corrected for multiple tests), ANNU_ADJ.P (significance from JTK_ CYCLE), ANNU_PERIOD (JTK_CYCLE inferred period length, in days), ANNUAL_ PHASE (JTK_CYCLE inferred phase for inferred period, in days from experiment start), ANNUAL_ PHASE 365.Julian (JTK_CYCLE inferred phase for 365 day period, in Julian days), ANNUAL_AMP (JTK_CYCLE inferred amplitude, in mapped RNA-seq reads), ANNUAL_MEDIAN (median number of mapped RNA-seq reads), and ANNU_ PHASE.MONTH (JTK_CYCLE inferred phase, expressed as calendar month). The file can be opened in Microsoft EXCEL or any program that accepts text as tab-separated values (TSV).

**Additional File 4.** Summary of enriched and depleted MapMan/Mercator functional category terms for the diurnal study. The file can be opened in Microsoft EXCEL

**Additional File 5.** Summary of enriched and depleted MapMan/Mercator functional category terms for the annual study. The file can be opened in Microsoft EXCEL

**Additional File 6.** Summary of transcripts showing best reciprocal BLAST match between Douglas-fir and Sitka spruce clones used in Holliday et al., 2008, and data used for comparing ranked lists for Kendall’s Tau test. The file can be opened in Microsoft Excel

**Supplemental Notes S1**

**Fig. S1: Location of tree sources and common gardens**. *Upper map –* Douglas-fir seed sources derive from three environments; warm/dry (Oregon Siskiyou Range, low elevation; orange circles), cool/wet (Washington Coast Range, low elevation; green circles) and cold/wet (Washington Cascade Range, high elevation; blue circles). The location of the annual common garden is noted by a black square, and the location of the diurnal garden is noted by a red square. *Lower diagram -* Samples derive from three geographic and climatic zones, with each zone represented by four to five trees (two families per region; two or three samples per family). Samples from all sites were used for pan-transcriptome assembly; only trees from Oregon Siskiyou Range were analyzed for diurnal and annual expression.

**
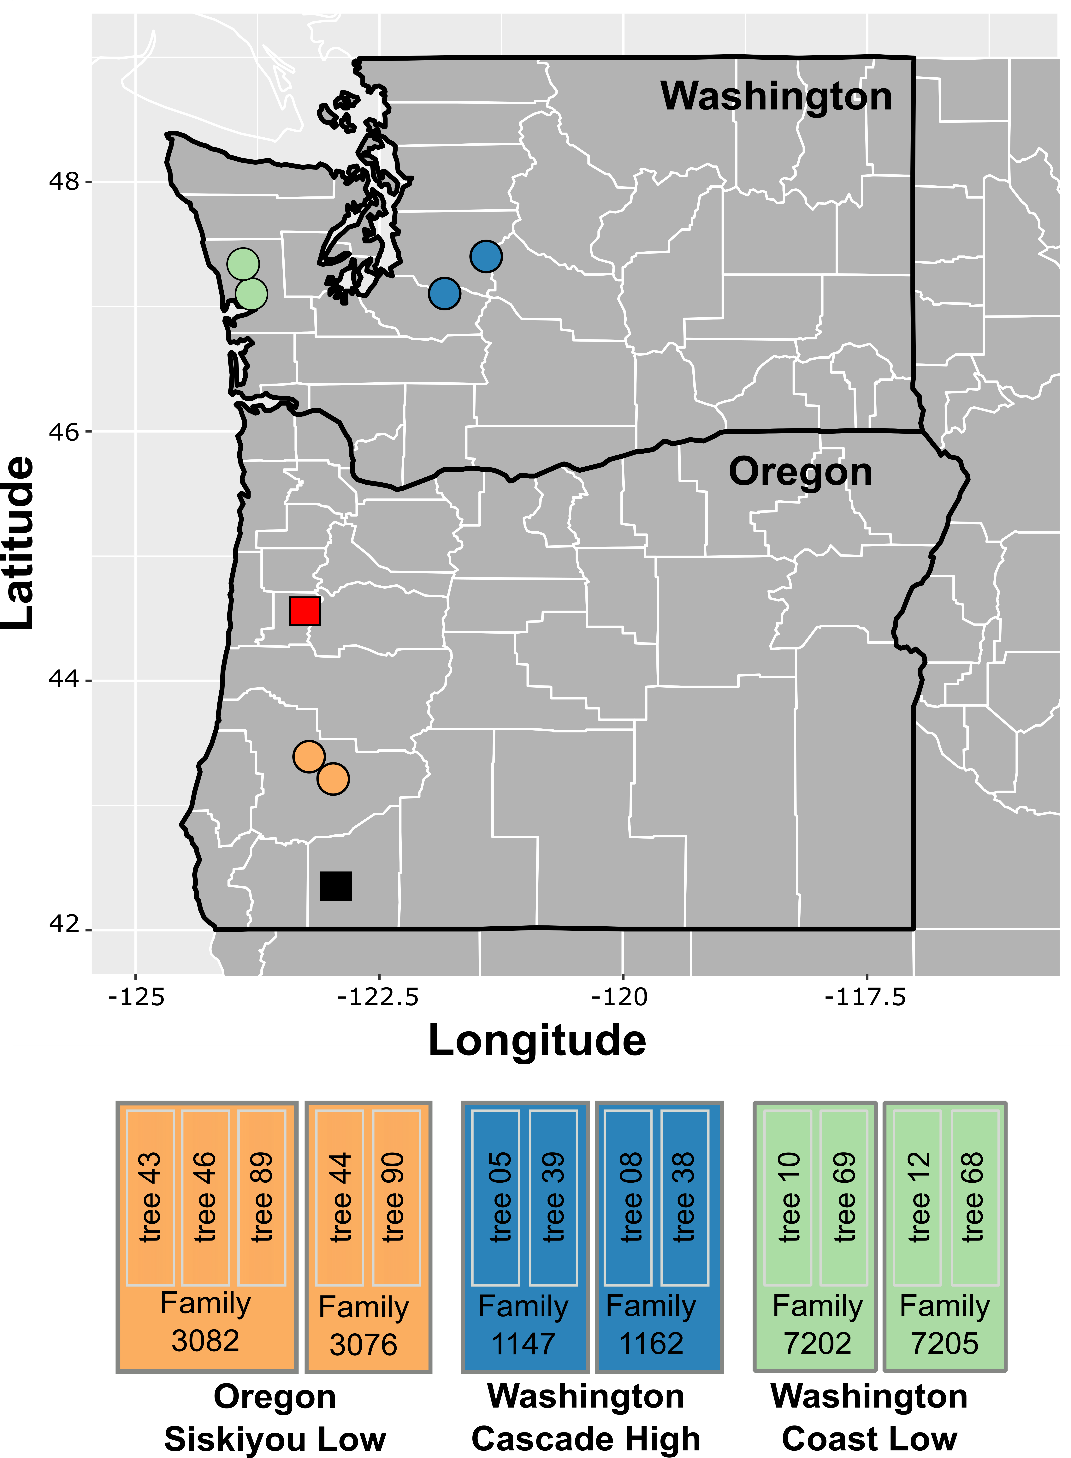
**

**Fig. S2: Annotation of the Douglas-fir needle pan-transcriptome reference.** (A) Transcripts from 19 individual tree assemblies were clustered to 199,623 unique transcripts, and sequences were annotated using similarity matches to four database: the MapMan/Mercator plant metabolism database (Lohse, *et al.*, 2014), NCBI NR database, the draft Loblolly pine genome (version 1.0) and the draft Douglas-fir genome (version 0.5). A total of 173,882 transcripts were identifiable as derived from Douglas-fir in one or more of the searches, with the highest proportions identifiable in conifer genomes. The remaining 25,741 transcripts (not shown) failed to match plant genomes, and include foliar metaflora/fauna or contaminants (not tree) and unknown sequences. (B) Distribution of transcript annotations based on MapMan/Mercator bins.

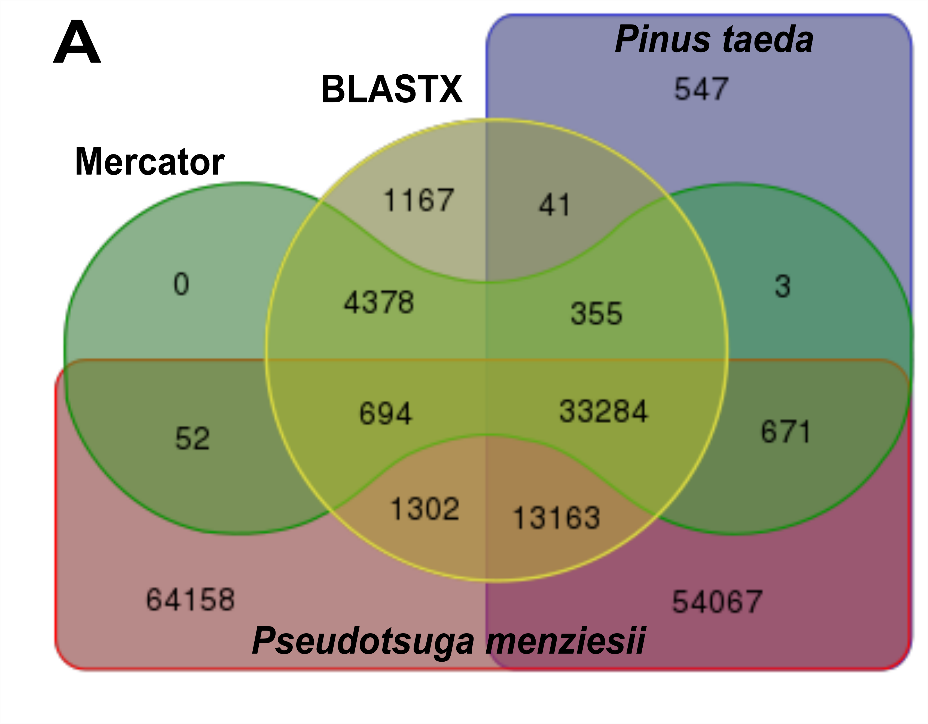

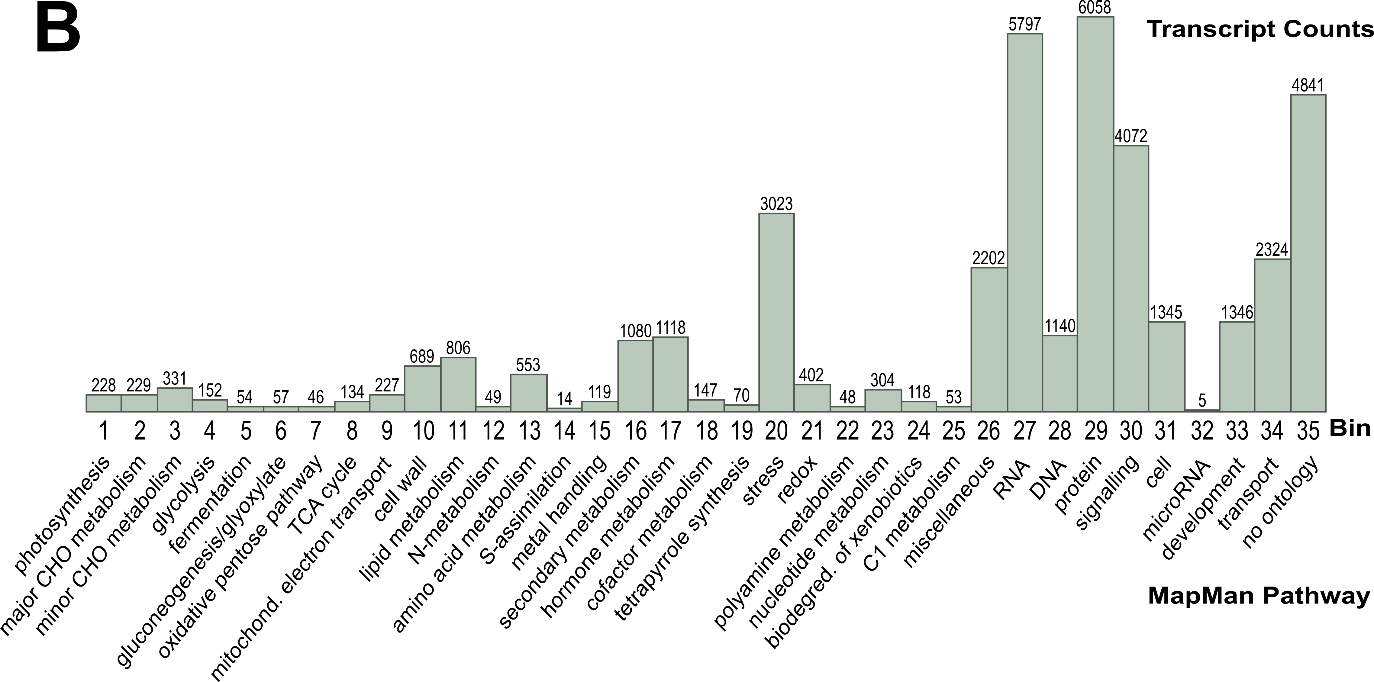

**Fig S3:** Relationship between individual sequence inputs and resulting individual Trinity transcriptome assemblies. We observed a significant positive relationship between the number of input trimmed reads (or input bases) and the resulting number of Trinity components (transcripts), total Trinity sequences (components and subcomponents), and the cumulative transcriptome assembly size. We observed a significant inverse relationship between sequence inputs (trimmed reads; input bases) and the transcriptome contig N50 size.

**
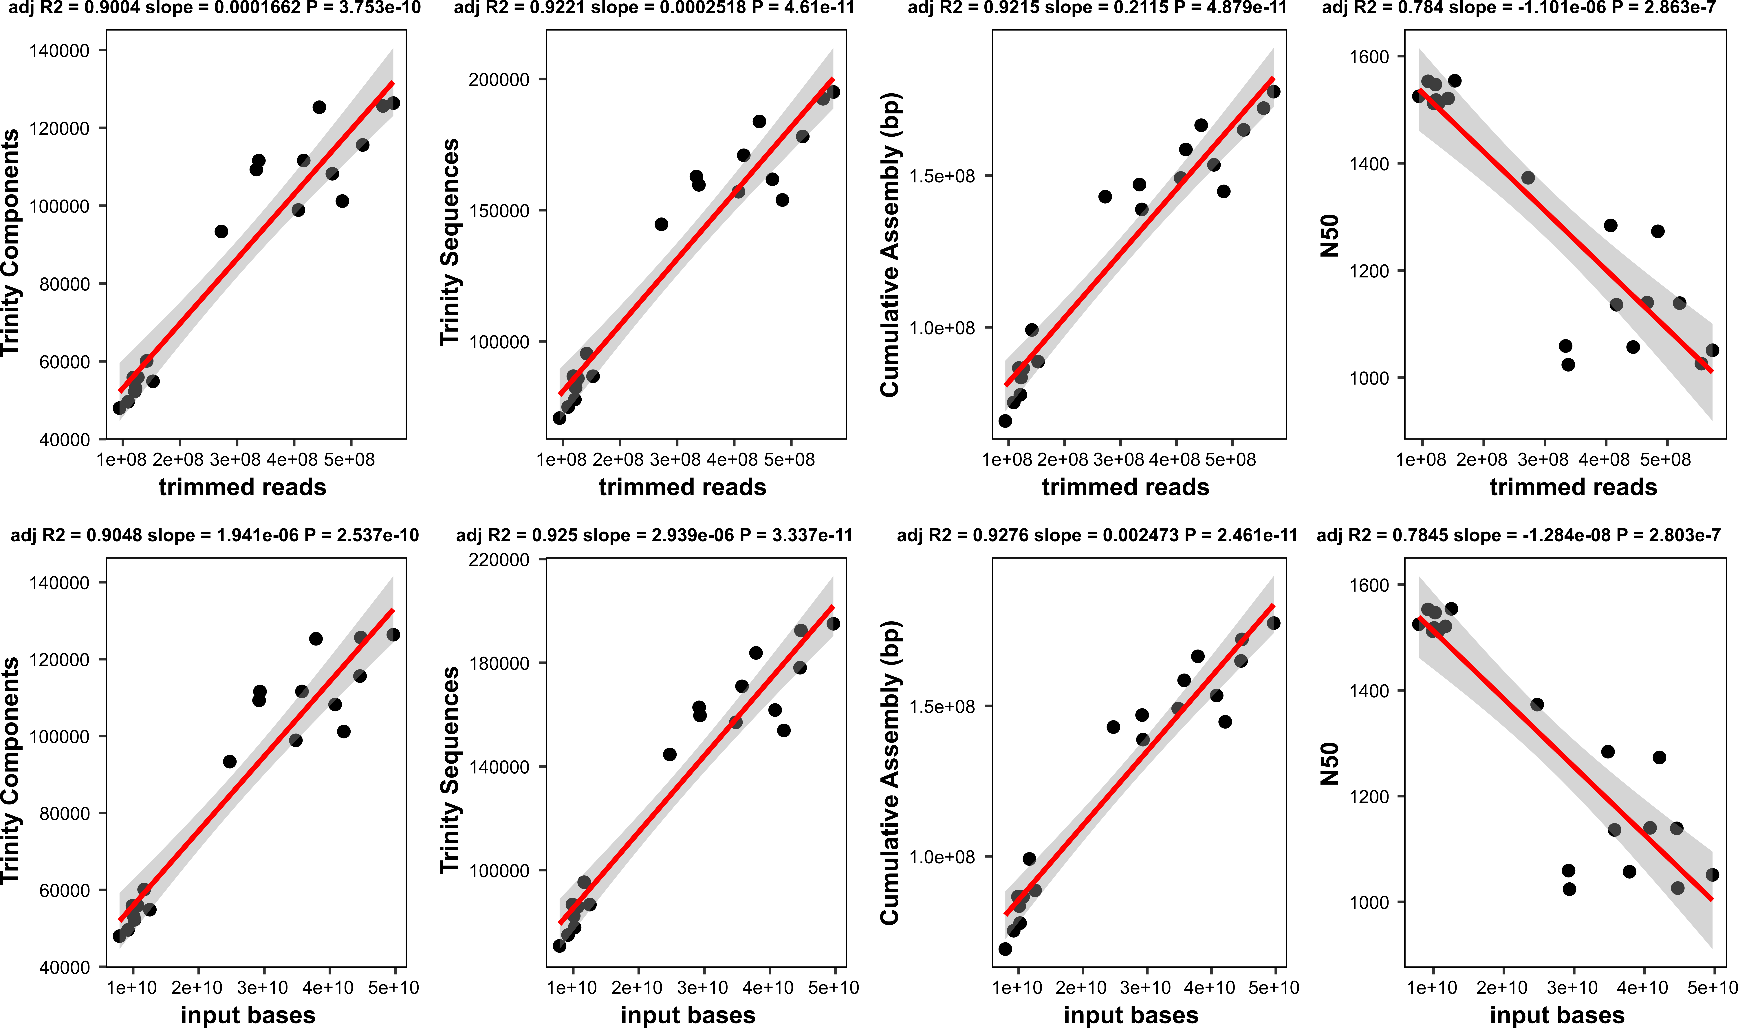
**

**Table S1:** Sampling intervals and Douglas-fir needles samples collected for transcriptome assembly and the annual cycling study. Needles were collected at approximately three week intervals, starting at October 27. For this experiment, transcriptome samples from single-tree needle RNA-Seq libraries were used to construct individual tree de novo references. Once the reference was constructed, reads from Oregon Siskiyou range (OR_SIS) trees were mapped back to determine counts per sampling interval for each tree; trees from Washington (WA_CAS, WA_CST) were only used for reference construction, and are not analyzed for cyclic expression in this study. The number of reads (in millions) obtained per sample are indicated. Missing samples (due to insufficient mRNA) are noted as “-”

| Source | Family/  Tree | 27-Oct-2010 | 9-Nov-2010 | 30-Nov-2010 | 6-Jan-2011 | 7-Feb-2011 | 23-Feb-2011 | 10-Mar-2011 | 7-Apr-2011 | 6-May-2011 | 17-Jun-2011 | 7-Jul-2011 | 28-Jul-2011 | 17-Aug-2011 | 7-Sep-2011 | 7-Oct-2011 | 26-Oct-2011 | 10-Nov-2011 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| OR_SIS | 3082/43 | 30.023 | 28.978 | 32.757 | 31.473 | 23.212 | 44.099 | 21.074 | - | 20.407 | 9.083 | - | - | - | - | 18.521 | 20.971 | - |
| OR_SIS | 3082/46 | 33.175 | 92.797 | 31.578 | 32.433 | 29.090 | 29.915 | 31.236 | 32.139 | 34.547 | 39.215 | 36.817 | 16.116 | 40.424 | 30.492 | - | - | - |
| OR_SIS | 3082/89 | 28.722 | 29.213 | 34.144 | 27.445 | 27.530 | 28.748 | 25.141 | 27.829 | 22.436 | 28.732 | 29.921 | 29.370 | 36.552 | 6.230 | 11.373 | 9.029 | 23.755 |
| OR_SIS | 3076/90 | 32.547 | 29.875 | 32.358 | 34.417 | 25.971 | 31.527 | 61.502 | 34.101 | 31.573 | 41.803 | 32.973 | 34.914 | 34.524 | 13.439 | 18.340 | 17.852 | 28.068 |
| OR_SIS | 3076/44 | 35.646 | 33.323 | 34.584 | 37.078 | 29.008 | 40.025 | 29.989 | 52.716 | 35.359 | 33.568 | 33.534 | 35.481 | 29.130 | 19.959 | 25.580 | 23.583 | 36.303 |
| WA_CAS | 1147/05 |  |  |  |  |  |  | 48.157 | 16.829 | 37.651 | 31.849 |  |  |  |  |  |  |  |
| WA_CAS | 1147/39 |  |  |  |  |  |  | 33.887 | 28.799 | 37.577 | 31.006 |  |  |  |  |  |  |  |
| WA_CAS | 1162/08 |  |  |  |  |  |  | 21.467 | 47.435 | 25.546 | 31.518 |  |  |  |  |  |  |  |
| WA_CAS | 1162/38 |  |  |  |  |  |  | 33.902 | 41.512 | 36.128 | - |  |  |  |  |  |  |  |
| WA_CST | 7202/10 |  |  |  |  |  |  | 32.091 | 22.661 | 39.999 | 34.478 |  |  |  |  |  |  |  |
| WA_CST | 7202/69 |  |  |  |  |  |  | 43.980 | 37.162 | 46.988 | 36.947 |  |  |  |  |  |  |  |
| WA_CST | 7205/12 |  |  |  |  |  |  | 32.994 | 26.437 | 25.881 | 30.879 |  |  |  |  |  |  |  |
| WA_CST | 7205/68 |  |  |  |  |  |  | 48.132 | 38.064 | 34.198 | 32.246 |  |  |  |  |  |  |  |
|  | *total* | *107 libraries* | | | | | | | | | | | | | | | | |

**Table S2:** Sampling intervals and Douglas-fir needles samples collected for the diurnal cycling study. Needles were collected at six hour intervals, starting at 2AM on September 8, 2011. For this experiment, transcriptome samples from independent needle RNA-Seq libraries were used to construct individual tree de novo references. Once the reference was constructed, reads were mapped back to determine counts per sampling interval for each tree. Upper table: the number of reads (in millions) obtained per sample are indicated. Lower table: SRA accession numbers for each sample and time point.

|  |  | Day 1 | | | | | | Day 2 | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Source | Tree | 2:00A | 6:00A | 10:00A | 14:00P | 18:00P | 22:00P | 2:00A | 6:00A | 10:00A | 14:00P | 18:00P | 22:00P |
| OR_SIS | 6870 | 30.612 | 24.035 | 17.460 | 26.832 | 30.912 | 32.821 | 27.378 | 34.579 | 32.471 | 35.853 | 30.427 | 29.894 |
| OR_SIS | 6871 | 18.386 | 28.973 | 10.460 | 27.983 | 24.261 | 30.846 | 30.757 | 30.391 | 27.878 | 35.410 | 36.540 | 46.269 |
| OR_SIS | 2096 | 29.086 | 31.347 | 27.009 | 13.319 | 18.825 | 47.227 | 40.042 | 26.401 | 32.634 | 32.375 | 41.709 | 42.864 |
| OR_SIS | 2098 | 31.965 | 31.482 | 31.099 | 29.756 | 27.387 | 37.827 | 24.765 | 26.145 | 25.086 | 53.355 | 30.119 | 27.482 |
| OR_SIS | 2486 | 33.175 | 36.258 | 44.597 | 21.573 | 72.435 | 20.144 | 26.269 | 77.155 | 33.528 | 33.785 | 28.570 | 43.339 |
| OR_SIS | 2491 | 31.518 | 44.706 | 37.529 | 34.705 | 24.496 | 27.571 | 68.616 | 18.566 | 42.746 | 38.335 | 35.269 | 24.445 |
|  | *total* | *72 libraries* | | | | | | | | | | | |

|  |  | Day 1 | | | | | | Day 2 | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Source | Tree | 2:00A | 6:00A | 10:00A | 14:00P | 18:00P | 22:00P | 2:00A | 6:00A | 10:00A | 14:00P | 18:00P | 22:00P |
| OR_SIS | 6870 | SRX1341340 | SRX1341341 | SRX1341342 | SRX1341343 | SRX1341344 | SRX1341345 | SRX1341346 | SRX1341347 | SRX1341348 | SRX1341349 | SRX1341350 | SRX1341351 |
| OR_SIS | 6871 | SRX1341352 | SRX1341353 | SRX1341319 | SRX1341354 | SRX1341355 | SRX1341356 | SRX1341357 | SRX1341358 | SRX1341359 | SRX1341360 | SRX1341361 | SRX1341362 |
| OR_SIS | 2096 | SRX1341321 | SRX1341363 | SRX1341323 | SRX1341325 | SRX1341364 | SRX1341365 | SRX1341366 | SRX1341367 | SRX1341368 | SRX1341369 | SRX1341370 | SRX1341371 |
| OR_SIS | 2098 | SRX1341372 | SRX1341327 | SRX1341329 | SRX1341331 | SRX1341373 | SRX1341374 | SRX1341375 | SRX1341376 | SRX1341377 | SRX1341378 | SRX1341379 | SRX1341380 |
| OR_SIS | 2486 | SRX1341381 | SRX1341382 | SRX1341383 | SRX1341384 | SRX1341385 | SRX1341386 | SRX1341387 | SRX1341332 | SRX1341388 | SRX1341389 | SRX1341390 | SRX1341391 |
| OR_SIS | 2491 | SRX1341392 | SRX1341393 | SRX1341394 | SRX1341395 | SRX1341396 | SRX1341397 | SRX1341335 | SRX1341337 | SRX1341339 | SRX1341398 | SRX1341399 | SRX1341400 |

**Table S3:** Individual trees and summary statistics for all libraries used to construct individual tree de novo transcriptome references. For this experiment, transcriptome samples from between 4 and 16 independent needle RNA-Seq libraries were used to construct de novo references.

| Source | Family/ID | Experiment | Input libraries | Untrimmed reads | Untrimmed bases | Trimmed reads | Trimmed bases | Mean trimmed length (bp) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| OR_SIS | /6870 | Diurnal | 12 | 353,274,260 | 35,680,700,260 | 338,115,080 | 29,336,995,483 | 86.8 |
| OR_SIS | /6871 | Diurnal | 12 | 348,155,561 | 35,163,711,661 | 333,757,534 | 29,202,834,770 | 87.5 |
| OR_SIS | /2096 | Diurnal | 12 | 430,079,575 | 43,438,037,075 | 407,483,919 | 34,810,655,854 | 85.4 |
| OR_SIS | /2098 | Diurnal | 12 | 456,198,139 | 46,076,012,039 | 444,170,407 | 37,876,271,982 | 85.3 |
| OR_SIS | /2486 | Diurnal | 12 | 485,482,381 | 49,033,720,481 | 466,929,572 | 40,794,581,780 | 87.4 |
| OR_SIS | /2491 | Diurnal | 12 | 504,477,902 | 50,952,268,102 | 484,526,954 | 42,130,526,581 | 87.0 |
| OR_SIS | 3082/43 | Annual | 11 | 280,596,851 | 28,340,281,951 | 272,545,294 | 24,739,094,086 | 90.8 |
| OR_SIS | 3082/46 | Annual | 14 | 588,635,169 | 59,452,152,069 | 555,638,025 | 44,731,980,025 | 80.5 |
| OR_SIS | 3082/89 | Annual | 17 | 435,715,465 | 44,007,261,965 | 416,756,566 | 35,742,306,842 | 85.8 |
| OR_SIS | 3076/44 | Annual | 17 | 598,221,484 | 60,420,369,884 | 573,792,151 | 49,673,552,256 | 86.6 |
| OR_SIS | 3076/90 | Annual | 17 | 547,124,445 | 55,259,568,945 | 520,118,937 | 44,590,537,450 | 85.7 |
| WA_CAS | 1147/05 | Spring | 4 | 134,486,117 | 13,583,097,817 | 126,126,731 | 10,675,283,471 | 84.6 |
| WA_CAS | 1147/39 | Spring | 3 | 131,269,557 | 13,258,225,257 | 122,090,800 | 10,078,425,387 | 82.5 |
| WA_CAS | 1162/08 | Spring | 4 | 125,965,686 | 12,722,534,286 | 118,148,550 | 9,881,829,674 | 83.6 |
| WA_CAS | 1162/38 | Spring | 4 | 100,350,323 | 10,135,382,623 | 94,023,054 | 7,919,208,706 | 84.2 |
| WA_CST | 7202/10 | Spring | 4 | 129,229,211 | 13,052,150,311 | 120,862,154 | 10,214,613,893 | 84.5 |
| WA_CST | 7202/69 | Spring | 4 | 165,076,806 | 16,672,757,406 | 152,667,375 | 12,539,794,728 | 82.1 |
| WA_CST | 7205/12 | Spring | 4 | 116,190,288 | 11,735,219,088 | 109,052,038 | 9,214,201,849 | 84.5 |
| WA_CST | 7205/68 | Spring | 4 | 152,640,485 | 15,416,688,985 | 141,612,028 | 11,678,039,560 | 82.5 |
| *Sum* |  |  |  | *6,083,169,705* | *614,400,140,205* | *5,798,417,169* | *495,830,734,377* |  |

**Table S4:** Individual tree summary statistics for Trinity de novo transcriptome references. For this experiment, transcriptome samples from between 4 and 16 independent needle RNA-Seq libraries were used to construct de novo references. Summary metrics (cumulative sequence; N50; longest transcript) were calculated using the longest Trinity Component for transcripts meeting a minimum length criterion, either 200 bp (for Trinity assemblies) or 300 bp (for clustered and reduced references).

| Source | Family/ID | Experiment | Input bases | Trinity Components | Trinity Sub-components | Trinity Sequences | Cumulative Sequence (bp) | N_50_ | Longest Transcript | Shortest Transcript |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| OR_SIS | /6870 | Diurnal | 29,336,995,483 | 111,583 | 112,312 | 159,669 | 138,784,089 | 1,024 | 14,079 | 200 |
| OR_SIS | /6871 | Diurnal | 29,202,834,770 | 109,268 | 110,104 | 162,810 | 146,952,399 | 1,059 | 14,166 | 200 |
| OR_SIS | /2096 | Diurnal | 34,810,655,854 | 98,883 | 99,726 | 157,040 | 149,114,688 | 1,284 | 22,686 | 200 |
| OR_SIS | /2098 | Diurnal | 37,876,271,982 | 125,293 | 126,312 | 183,818 | 166,479,295 | 1,057 | 35,465 | 200 |
| OR_SIS | /2486 | Diurnal | 40,794,581,780 | 108,198 | 109,127 | 161,778 | 153,457,099 | 1,140 | 37,431 | 200 |
| OR_SIS | /2491 | Diurnal | 42,130,526,581 | 101,174 | 102,132 | 153,891 | 144,711,451 | 1,273 | 22,689 | 200 |
| OR_SIS | 3082/43 | Annual | 24,739,094,086 | 93,351 | 94,233 | 144,622 | 142,969,456 | 1,373 | 26,701 | 200 |
| OR_SIS | 3082/46 | Annual | 44,731,980,025 | 125,610 | 126,714 | 192,468 | 172,119,131 | 1,026 | 18,054 | 200 |
| OR_SIS | 3082/89 | Annual | 35,742,306,842 | 111,595 | 112,578 | 170,920 | 158,510,984 | 1,136 | 21,152 | 200 |
| OR_SIS | 3076/44 | Annual | 49,673,552,256 | 126,355 | 127,533 | 195,054 | 177,527,065 | 1,051 | 22,668 | 200 |
| OR_SIS | 3076/90 | Annual | 44,590,537,450 | 115,601 | 116,633 | 178,101 | 164,957,053 | 1,139 | 16,412 | 200 |
| WA_CAS | 1147/05 | Spring | 10,675,283,471 | 55,877 | 56,372 | 85,851 | 86,513,576 | 1,512 | 18,445 | 200 |
| WA_CAS | 1147/39 | Spring | 10,078,425,387 | 53,135 | 53,561 | 82,337 | 83,444,189 | 1,518 | 20,329 | 200 |
| WA_CAS | 1162/08 | Spring | 9,881,829,674 | 55,858 | 56,277 | 86,718 | 86,594,754 | 1,512 | 24,082 | 200 |
| WA_CAS | 1162/38 | Spring | 7,919,208,706 | 47,976 | 48,277 | 70,749 | 69,149,722 | 1,525 | 20,356 | 200 |
| WA_CST | 7202/10 | Spring | 10,214,613,893 | 52,230 | 52,607 | 77,833 | 77,784,631 | 1,547 | 19,713 | 200 |
| WA_CST | 7202/69 | Spring | 12,539,794,728 | 54,857 | 55,368 | 86,694 | 88,670,092 | 1,554 | 17,657 | 200 |
| WA_CST | 7205/12 | Spring | 9,214,201,849 | 49,605 | 49,986 | 74,970 | 75,246,197 | 1,553 | 19,491 | 200 |
| WA_CST | 7205/68 | Spring | 11,678,039,560 | 60,097 | 60,584 | 95,331 | 99,111,242 | 1,521 | 20,934 | 200 |
| *Means* |  |  | *26,096,354,440* | *87,187* | *87,918* | *132,666* | *125,373,532* | *1,305* | *21,711* | *200* |
| **Total clustered pan-transcriptome reference** | | | | | | **199,623** | **176,487,371** | **1,316** | **37,431** | **300** |
| **Pan-transcriptome “plant-only” transcripts** | | | | | | **173,882** | **165,181,440** | **1,410** | **37,431** | **300** |

**Table S5:** Summaries for diurnal transcripts shown in Figure 3. Each transcript is identified by the Douglas-fir pan-transcriptome accession number, the best TBLASTX match from Arabidopsis thaliana (from Mercator database; http://mapman.gabipd.org/web/guest/app/mercator), the A. thaliana gene name and Mercator Bin name, Mercator annotation description, the phase in clock hours, and the P value from JTK-cycle. Genes are ordered in increasing order of phase, starting at midnight (0:00 AM). Similar annotations are provided for all transcripts on the Dendrome website (https://dendrome.ucdavis.edu/treegenes/species/species_detail.php?id=102/) under the link “Pseudotsuga menziesii Transcriptome”

| **Douglas-fir transcript** | ***Arabidopsis* match (Mercator)** | **Gene Name (Mercator Bin)** | **Mercator Description** | **Phase (clock hour)** | **BH.Q**  **(JTK-cycle)** |
| --- | --- | --- | --- | --- | --- |
| T010614 | AT1G62200.1 | PTR2  (transport.amino acids) | (at2g02040 : 793.0) Encodes a di- and tri-peptide transporter that recognizes a variety of different amino acid combinations. Expression of the transcripts for this gene can be detected in the embryo through in situ hybridization. This protein does not have nitrate transporter activity based on oocyte transport assays.; peptide transporter 2 (PTR2); FUNCTIONS IN: dipeptide transporter activity, high affinity oligopeptide transporter activity, tripeptide transporter activity, peptide transporter activity, transporter activity; INVOLVED IN: dipeptide transport, tripeptide transport, peptide transport; LOCATED IN: vacuolar membrane, plasma membrane, vacuole, plant-type vacuole; EXPRESSED IN: 24 plant structures; EXPRESSED DURING: 13 growth stages; CONTAINS InterPro DOMAIN/s: PTR2 family proton/oligopeptide symporter, conserved site (InterPro:IPR018456), Oligopeptide transporter (InterPro:IPR000109), Major facilitator superfamily, general substrate transporter (InterPro:IPR016196); BEST Arabidopsis thaliana protein match is: Major facilitator superfamily protein (TAIR:AT1G62200.1); Has 8080 Blast hits to 7668 proteins in 1494 species: Archae - 0; Bacteria - 3960; Metazoa - 799; Fungi - 488; Plants - 2224; Viruses - 0; Other Eukaryotes - 609 (source: NCBI BLink). & (reliability: 1586.0) & (original description: no original description) | 00:00 | 1.29e-16 |
| T005329 | AT5G37260.1 | RVE1  (RNA.regulation of transcription.MYB-related transcription factor family) | (at5g17300 : 121.0) Myb-like transcription factor that regulates hypocotyl growth by regulating free auxin levels in a time-of-day specific manner.; REVEILLE 1 (RVE1); CONTAINS InterPro DOMAIN/s: SANT, DNA-binding (InterPro:IPR001005), Homeodomain-like (InterPro:IPR009057), Myb, DNA-binding (InterPro:IPR014778), HTH transcriptional regulator, Myb-type, DNA-binding (InterPro:IPR017930), Myb-like DNA-binding domain, SHAQKYF class (InterPro:IPR006447); BEST Arabidopsis thaliana protein match is: Homeodomain-like superfamily protein (TAIR:AT5G37260.1); Has 1557 Blast hits to 1521 proteins in 166 species: Archae - 0; Bacteria - 3; Metazoa - 201; Fungi - 29; Plants - 1060; Viruses - 9; Other Eukaryotes - 255 (source: NCBI BLink). & (reliability: 242.0) & (original description: no original description) | 00:00 | 2.82e-18 |
| t046935 | AT4G02890.2 | UBQ11 (protein.degradation. ubiquitin.ubiquitin) | (at4g05050 : 444.0) polyubiquitin gene, belongs to a subtype group with UBQ10 and UBQ14. Various ecotypes of Arabidopsis have different numbers of ubiquitin repeats within this gene.; ubiquitin 11 (UBQ11); INVOLVED IN: protein modification process, response to salt stress, ubiquitin-dependent protein catabolic process; LOCATED IN: intracellular; EXPRESSED IN: 24 plant structures; EXPRESSED DURING: 15 growth stages; CONTAINS InterPro DOMAIN/s: Ubiquitin subgroup (InterPro:IPR019956), Ubiquitin conserved site (InterPro:IPR019954), Ubiquitin (InterPro:IPR000626), Ubiquitin supergroup (InterPro:IPR019955); BEST Arabidopsis thaliana protein match is: Ubiquitin family protein (TAIR:AT4G02890.2). & (p69326\|ubiq_wheat : 150.0) Ubiquitin - Triticum aestivum (Wheat) & (reliability: 888.0) & (original description: no original description) | 02:00 | 2.55e-15 |
| t005030 | AT5G62430.1 | CDF3  (RNA.regulation of transcription.C2C2(Zn) DOF zinc finger family) | (at3g47500 : 192.0) Dof-type zinc finger domain-containing protein, identical to H-protein promoter binding factor-2a GI:3386546 from (Arabidopsis thaliana). Interacts with LKP2 and FKF1, but its overexpression does not change flowering time under short or long day conditions.; cycling DOF factor 3 (CDF3); CONTAINS InterPro DOMAIN/s: Zinc finger, Dof-type (InterPro:IPR003851); BEST Arabidopsis thaliana protein match is: cycling DOF factor 1 (TAIR:AT5G62430.1); Has 1160 Blast hits to 1145 proteins in 79 species: Archae - 0; Bacteria - 0; Metazoa - 13; Fungi - 10; Plants - 1084; Viruses - 0; Other Eukaryotes - 53 (source: NCBI BLink). & (o24463\|pbf_maize : 98.6) Dof zinc finger protein PBF (Prolamin box-binding factor) - Zea mays (Maize) & (reliability: 384.0) & (original description: no original description) | 04:00 | 3.55e-23 |
| t005024 | AT5G57380.1 | VEL1  (development. Unspecified) | (at4g30200 : 383.0) Encodes a protein with similarity to VRN5 and VIN3.Contains both a fibronectin III and PHD finger domain. VEL1 is a part of a polycomb repressive complex (PRC2) that is involved in epigenetic silencing of the FLC flowering locus.; vernalization5/VIN3-like (VEL1); FUNCTIONS IN: molecular_function unknown; INVOLVED IN: vegetative to reproductive phase transition of meristem; LOCATED IN: PcG protein complex; EXPRESSED IN: 24 plant structures; EXPRESSED DURING: 15 growth stages; CONTAINS InterPro DOMAIN/s: Protein of unknown function DUF1423, plant (InterPro:IPR004082), Fibronectin, type III-like fold (InterPro:IPR008957), Fibronectin, type III (InterPro:IPR003961); BEST Arabidopsis thaliana protein match is: Fibronectin type III domain-containing protein (TAIR:AT5G57380.1). & (reliability: 736.0) & (original description: no original description) | 04:00 | 2.95e-11 |
| t001299 | AT1G01060.3 | CCA1  (RNA.regulation of transcription.MYB-related transcription factor family) | (at2g46830 : 140.0) Encodes a transcriptional repressor that performs overlapping functions with LHY in a regulatory feedback loop that is closely associated with the circadian oscillator of Arabidopsis. Binds to the evening element in the promoter of TOC1 and represses TOC1 transcription. CCA1 and LHY colocalize in the nucleus and form heterodimers in vivo. CCA1 and LHY function synergistically in regulating circadian rhythms of Arabidopsis.; circadian clock associated 1 (CCA1); BEST Arabidopsis thaliana protein match is: Homeodomain-like superfamily protein (TAIR:AT1G01060.3); Has 2694 Blast hits to 869 proteins in 218 species: Archae - 5; Bacteria - 81; Metazoa - 344; Fungi - 210; Plants - 198; Viruses - 7; Other Eukaryotes - 1849 (source: NCBI BLink). & (reliability: 280.0) & (original description: no original description) | 04:00 | 2.47e-17 |
| T007671 | AT4G11110.1 | COP1  (development.  Unspecified) | (at2g32950 : 836.0) Represses photomorphogenesis and induces skotomorphogenesis in the dark. Contains a ring finger zinc-binding motif, a coiled-coil domain, and several WD-40 repeats, similar to G-beta proteins. The C-terminus has homology to TAFII80, a subunit of the TFIID component of the RNA polymerase II of Drosophila. Nuclear localization in the dark and cytoplasmic in the light.; CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1); CONTAINS InterPro DOMAIN/s: WD40 repeat 2 (InterPro:IPR019782), Zinc finger, RING-type, conserved site (InterPro:IPR017907), Zinc finger, RING-type (InterPro:IPR001841), WD40 repeat, conserved site (InterPro:IPR019775), WD40 repeat (InterPro:IPR001680), WD40 repeat-like-containing domain (InterPro:IPR011046), WD40-repeat-containing domain (InterPro:IPR017986), Zinc finger, C3HC4 RING-type (InterPro:IPR018957), WD40/YVTN repeat-like-containing domain (InterPro:IPR015943), WD40 repeat, subgroup (InterPro:IPR019781); BEST Arabidopsis thaliana protein match is: SPA1-related 2 (TAIR:AT4G11110.1); Has 42218 Blast hits to 27649 proteins in 756 species: Archae - 30; Bacteria - 4454; Metazoa - 17716; Fungi - 8958; Plants - 5306; Viruses - 46; Other Eukaryotes - 5708 (source: NCBI BLink). & (p93471\|cop1_pea : 819.0) E3 ubiquitin ligase protein COP1 (EC 6.3.2.-) (Constitutive photomorphogenesis protein 1) - Pisum sativum (Garden pea) & (reliability: 1672.0) & (original description: no original description) | 07:00 | 1.34e-13 |
| t020254 |  | not assigned.unknown | no hits & (original description: no original description) | 10:00 | 1.32e-23 |
| T021120 | AT4G20370.1 | FT  (development. Unspecified) | (at1g65480 : 195.0) FT, together with LFY, promotes flowering and is antagonistic with its homologous gene, TERMINAL FLOWER1 (TFL1). FT is expressed in leaves and is induced by long day treatment. Either the FT mRNA or protein is translocated to the shoot apex where it induces its own expression. Recent data suggests that FT protein acts as a long-range signal. FT is a target of CO and acts upstream of SOC1.; FLOWERING LOCUS T (FT); FUNCTIONS IN: phosphatidylethanolamine binding, protein binding; INVOLVED IN: photoperiodism, flowering, positive regulation of flower development, regulation of flower development; LOCATED IN: nucleus, cytoplasm; EXPRESSED IN: 14 plant structures; EXPRESSED DURING: 7 growth stages; CONTAINS InterPro DOMAIN/s: Phosphatidylethanolamine-binding, conserved site (InterPro:IPR001858), Phosphatidylethanolamine-binding protein PEBP (InterPro:IPR008914); BEST Arabidopsis thaliana protein match is: PEBP (phosphatidylethanolamine-binding protein) family protein (TAIR:AT4G20370.1); Has 2182 Blast hits to 2182 proteins in 306 species: Archae - 0; Bacteria - 0; Metazoa - 594; Fungi - 140; Plants - 1404; Viruses - 3; Other Eukaryotes - 41 (source: NCBI BLink). & (q9xh44\|cet1_tobac : 193.0) CEN-like protein 1 - Nicotiana tabacum (Common tobacco) & (reliability: 390.0) & (original description: no original description) | 12:00 | 2.21e-9 |
| T027724 | AT1G72630 | ELF4-like  (not assigned. unknown) | (at1g72630 : 139.0) ELF4-like 2 (ELF4-L2); CONTAINS InterPro DOMAIN/s: Protein of unknown function DUF1313 (InterPro:IPR009741); BEST Arabidopsis thaliana protein match is: ELF4-like 4 (TAIR:AT1G17455.2); Has 149 Blast hits to 148 proteins in 34 species: Archae - 0; Bacteria - 0; Metazoa - 0; Fungi - 0; Plants - 148; Viruses - 0; Other Eukaryotes - 1 (source: NCBI BLink). & (reliability: 278.0) & (original description: no original description) | 12:00 | 1.90e-6 |
| T001582 | AT1G22770 | GI  (development. unspecified) | (q9awl7\|gigan_orysa : 1074.0) Protein GIGANTEA - Oryza sativa (Rice) & (at1g22770 : 1031.0) Together with CONSTANTS (CO) and FLOWERING LOCUS T (FT), GIGANTEA promotes flowering under long days in a circadian clock-controlled flowering pathway. GI acts earlier than CO and FT in the pathway by increasing CO and FT mRNA abundance. Located in the nucleus. Regulates several developmental processes, including photoperiod-mediated flowering, phytochrome B signaling, circadian clock, carbohydrate metabolism, and cold stress response. The genes transcription is controlled by the circadian clock and it is post-transcriptionally regulated by light and dark. Forms a complex with FKF1 on the CO promoter to regulate CO expression.; GIGANTEA (GI); Has 351 Blast hits to 349 proteins in 54 species: Archae - 0; Bacteria - 0; Metazoa - 0; Fungi - 0; Plants - 351; Viruses - 0; Other Eukaryotes - 0 (source: NCBI BLink). & (reliability: 2062.0) & (original description: no original description) | 18:00 | 3.90e-9 |
| T004201 | AT2G46830.1 | LHY  (RNA.regulation of transcription.MYB-related transcription factor family) | (at1g01060 : 116.0) LHY encodes a myb-related putative transcription factor involved in circadian rhythm along with another myb transcription factor CCA1; LATE ELONGATED HYPOCOTYL (LHY); FUNCTIONS IN: DNA binding, sequence-specific DNA binding transcription factor activity; INVOLVED IN: in 11 processes; EXPRESSED IN: 22 plant structures; EXPRESSED DURING: 13 growth stages; BEST Arabidopsis thaliana protein match is: circadian clock associated 1 (TAIR:AT2G46830.1). & (reliability: 232.0) & (original description: no original description) | 18:00 | 3.88e-10 |
| T005033 | AT2G18915.2 | ZTL  (protein.degradation. ubiquitin.E3.SCF.FBOX) | (at5g57360 : 907.0) Encodes clock-associated PAS protein ZTL; Also known as FKF1-like protein 2 or ADAGIO1(ADO1). A protein containing a PAS domain ZTL contributes to the plant fitness (carbon fixation, biomass) by influencing the circadian clock period. ZTL is the F-box component of an SCF complex implicated in the degradation of TOC1.; ZEITLUPE (ZTL); CONTAINS InterPro DOMAIN/s: F-box domain, cyclin-like (InterPro:IPR001810), Kelch repeat type 1 (InterPro:IPR006652), Galactose oxidase/kelch, beta-propeller (InterPro:IPR011043), PAS fold (InterPro:IPR013767), Kelch repeat type 2 (InterPro:IPR011498), PAS (InterPro:IPR000014), Kelch-type beta propeller (InterPro:IPR015915); BEST Arabidopsis thaliana protein match is: LOV KELCH protein 2 (TAIR:AT2G18915.2); Has 8358 Blast hits to 5610 proteins in 807 species: Archae - 89; Bacteria - 2025; Metazoa - 1889; Fungi - 901; Plants - 2129; Viruses - 0; Other Eukaryotes - 1325 (source: NCBI BLink). & (q5z8k3\|ado1_orysa : 893.0) Adagio-like protein 1 - Oryza sativa (Rice) & (reliability: 1814.0) & (original description: no original description) | 20:00 | 1.37e-7 |
| T012828 | AT5G59570.1 | LUX  (RNA.regulation of transcription.G2-like transcription factor family, GARP) | (at3g46640 : 221.0) Encodes a myb family transcription factor with a single Myb DNA-binding domain (type SHAQKYF) that is unique to plants and is essential for circadian rhythms, specifically for transcriptional regulation within the circadian clock. LUX is required for normal rhythmic expression of multiple clock outputs in both constant light and darkness. It is coregulated with TOC1 and seems to be repressed by CCA1 and LHY by direct binding of these proteins to the evening element in the LUX promoter.; PHYTOCLOCK 1 (PCL1); CONTAINS InterPro DOMAIN/s: Myb, DNA-binding (InterPro:IPR014778), Homeodomain-like (InterPro:IPR009057), Homeodomain-related (InterPro:IPR012287), Myb-like DNA-binding domain, SHAQKYF class (InterPro:IPR006447), HTH transcriptional regulator, Myb-type, DNA-binding (InterPro:IPR017930); BEST Arabidopsis thaliana protein match is: Homeodomain-like superfamily protein (TAIR:AT5G59570.1). & (reliability: 442.0) & (original description: no original description) | 20:00 | 1.68e-6 |
| T039766 | AT5G60100.3 | TOC1  (RNA.regulation of transcription.Psudo ARR transcription factor family) | (at5g61380 : 201.0) Pseudo response regulator involved in the generation of circadian rhythms. TOC1 appears to shorten the period of circumnutation speed. TOC1 contributes to the plant fitness (carbon fixation, biomass) by influencing the circadian clock period. PRR3 may increase the stability of TOC1 by preventing interactions between TOC1 and the F-box protein ZTL. Expression of TOC1 is correlated with rhythmic changes in chromatin organization.; TIMING OF CAB EXPRESSION 1 (TOC1); CONTAINS InterPro DOMAIN/s: CheY-like (InterPro:IPR011006), Signal transduction response regulator, receiver domain (InterPro:IPR001789), CCT domain (InterPro:IPR010402); BEST Arabidopsis thaliana protein match is: pseudo-response regulator 3 (TAIR:AT5G60100.3); Has 1807 Blast hits to 1807 proteins in 277 species: Archae - 0; Bacteria - 0; Metazoa - 736; Fungi - 347; Plants - 385; Viruses - 0; Other Eukaryotes - 339 (source: NCBI BLink). & (q689g9\|prr1_orysa : 188.0) Two-component response regulator-like PRR1 (Pseudo-response regulator 1) (OsPRR1) - Oryza sativa (Rice) & (reliability: 402.0) & (original description: no original description) | 20:00 | 5.26e-11 |

**Table S6:** Summaries for annual transcripts shown in Figure 5. Each transcript is identified by the Douglas-fir pan-transcriptome accession number, the best TBLASTX match from Arabidopsis thaliana (from Mercator database; http://mapman.gabipd.org/web/guest/app/mercator), the A. thaliana gene name and Mercator Bin name, Mercator annotation description, the phase in experiment days and month, and the P value from JTK-cycle. Genes are ordered in increasing order of phase, starting at November. Similar annotations are provided for all transcripts on the Dendrome website (https://dendrome.ucdavis.edu/treegenes/species/species_detail.php?id=102/) under the link “Pseudotsuga menziesii Transcriptome”

| **Douglas-fir transcript** | ***Arabidopsis* match (Mercator)** | **Gene Name (Mercator bin name)** | **Mercator Description** | **Phase_365_, Julian Day (month)** | **BH.Q**  **(JTK-cycle)** |
| --- | --- | --- | --- | --- | --- |
| psme_t007714 | AT1G12860.1 | ice1 (RNA.regulation of transcription.bHLH,Basic Helix-Loop-Helix family) | (at3g26744 : 322.0) Encodes a MYC-like bHLH transcriptional activator that binds specifically to the MYC recognition sequences in the CBF3 promoter. Mutants are defective in cold-regulated gene expression. Cold stress triggers protein degradation of nuclear GFPICE1 protein, and the RING finger protein HOS1 is required. Sumoylation of ICE1 controls CBF3/DREB1A expression and freezing tolerance.; INDUCER OF CBF EXPRESSION 1 (ICE1); CONTAINS InterPro DOMAIN/s: Helix-loop-helix DNA-binding domain (InterPro:IPR001092), Helix-loop-helix DNA-binding (InterPro:IPR011598); BEST Arabidopsis thaliana protein match is: basic helix-loop-helix (bHLH) DNA-binding superfamily protein (TAIR:AT1G12860.1); Has 2623 Blast hits to 2616 proteins in 144 species: Archae - 0; Bacteria - 0; Metazoa - 19; Fungi - 30; Plants - 2572; Viruses - 0; Other Eukaryotes - 2 (source: NCBI BLink). & (p13027\|arrs_maize : 62.8) Anthocyanin regulatory R-S protein - Zea mays (Maize) & (reliability: 644.0) & (original description: no original description) | 321.8  (Nov) | 3.11e-10 |
| psme_t001547 | AT4G10760.1 | RNA.regulation of transcription.putative transcription regulator | (at4g09980 : 550.0) EMBRYO DEFECTIVE 1691 (EMB1691); FUNCTIONS IN: S-adenosylmethionine-dependent methyltransferase activity, methyltransferase activity, nucleic acid binding; INVOLVED IN: embryo development ending in seed dormancy; EXPRESSED IN: 24 plant structures; EXPRESSED DURING: 13 growth stages; CONTAINS InterPro DOMAIN/s: DNA methylase, N-6 adenine-specific, conserved site (InterPro:IPR002052), MT-A70 (InterPro:IPR007757); BEST Arabidopsis thaliana protein match is: mRNAadenosine methylase (TAIR:AT4G10760.1); Has 29929 Blast hits to 18009 proteins in 1024 species: Archae - 39; Bacteria - 4517; Metazoa - 16101; Fungi - 2453; Plants - 1900; Viruses - 259; Other Eukaryotes - 4660 (source: NCBI BLink). & (q2hvd6\|mta70_medtr : 119.0) Putative N6-adenosine-methyltransferase MT-A70-like (EC 2.1.1.62) - Medicago truncatula (Barrel medic) & (reliability: 1100.0) & (original description: no original description) | 343.4  (Dec) | 5.68e-7 |
| psme_t070199 | AT4G14690.1 | early light-inducible proteins, *ELIP*  (signalling.light) | (at3g22840 : 162.0) Encodes an early light-inducible protein.; EARLY LIGHT-INDUCABLE PROTEIN (ELIP1); BEST Arabidopsis thaliana protein match is: Chlorophyll A-B binding family protein (TAIR:AT4G14690.1); Has 319 Blast hits to 319 proteins in 50 species: Archae - 0; Bacteria - 5; Metazoa - 0; Fungi - 0; Plants - 259; Viruses - 0; Other Eukaryotes - 55 (source: NCBI BLink). & (p11432\|eli_pea : 153.0) Early light-induced protein, chloroplast precursor (ELIP) - Pisum sativum (Garden pea) & (reliability: 324.0) & (original description: no original description) | 13.8  (Jan) | 5.65e-12 |
| psme_t005652 | unknown | Unknown (not assigned.unknown) | no hits & (original description: no original description) | 32.3  (Feb) | 1.02e-10 |
| psme_t024224 | AT3G01210.1 | RNA-binding (RRM/RBD/RNP motifs) family protein | (at1g14340 : 247.0) RNA-binding (RRM/RBD/RNP motifs) family protein; FUNCTIONS IN: oxidoreductase activity, nucleotide binding, nucleic acid binding; INVOLVED IN: oxidation reduction; EXPRESSED IN: 22 plant structures; EXPRESSED DURING: 13 growth stages; CONTAINS InterPro DOMAIN/s: Aldo/keto reductase (InterPro:IPR001395), RNA recognition motif, RNP-1 (InterPro:IPR000504), Nucleotide-binding, alpha-beta plait (InterPro:IPR012677); BEST Arabidopsis thaliana protein match is: RNA-binding (RRM/RBD/RNP motifs) family protein (TAIR:AT3G01210.1); Has 332 Blast hits to 332 proteins in 76 species: Archae - 0; Bacteria - 0; Metazoa - 0; Fungi - 92; Plants - 229; Viruses - 0; Other Eukaryotes - 11 (source: NCBI BLink). & (reliability: 494.0) & (original description: no original description) | 70.9  (Mar) | 3.22e-9 |
| psme_t006273 | at2G21710 | Mitochondrial transcription termination factor family (RNA.regulation of transcription.unclassified) | (at1g78930 : 150.0) Mitochondrial transcription termination factor family protein; FUNCTIONS IN: molecular_function unknown; INVOLVED IN: biological_process unknown; LOCATED IN: chloroplast; EXPRESSED IN: 22 plant structures; EXPRESSED DURING: 13 growth stages; CONTAINS InterPro DOMAIN/s: Mitochodrial transcription termination factor-related (InterPro:IPR003690); BEST Arabidopsis thaliana protein match is: Mitochondrial transcription termination factor family protein (TAIR:AT2G21710.1); Has 1485 Blast hits to 916 proteins in 85 species: Archae - 0; Bacteria - 0; Metazoa - 111; Fungi - 0; Plants - 1282; Viruses - 0; Other Eukaryotes - 92 (source: NCBI BLink). & (reliability: 300.0) & (original description: no original description) | 93.7  (Apr) | 3.86e-9 |
| psme_t010809 | AT5G03330.2 | (protein.degradation.cysteine protease) | (at5g04250 : 305.0) Cysteine proteinases superfamily protein; FUNCTIONS IN: cysteine-type peptidase activity; INVOLVED IN: biological_process unknown; LOCATED IN: cellular_component unknown; EXPRESSED IN: 24 plant structures; EXPRESSED DURING: 15 growth stages; CONTAINS InterPro DOMAIN/s: Ovarian tumour, otubain (InterPro:IPR003323); BEST Arabidopsis thaliana protein match is: Cysteine proteinases superfamily protein (TAIR:AT5G03330.2); Has 30201 Blast hits to 17322 proteins in 780 species: Archae - 12; Bacteria - 1396; Metazoa - 17338; Fungi - 3422; Plants - 5037; Viruses - 0; Other Eukaryotes - 2996 (source: NCBI BLink). & (reliability: 610.0) & (original description: no original description) | 127.9  (May) | 3.53e-7 |
| psme_t023177 | AT5G45280.2 | (cell wall. Pectin esterases .acetyl esterase) | (at4g19410 : 127.0) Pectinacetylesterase family protein; FUNCTIONS IN: actin binding, carboxylesterase activity; INVOLVED IN: cytoskeleton organization; LOCATED IN: plant-type cell wall; EXPRESSED IN: 23 plant structures; EXPRESSED DURING: 13 growth stages; CONTAINS InterPro DOMAIN/s: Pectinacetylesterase (InterPro:IPR004963), Profilin/allergen (InterPro:IPR002097); BEST Arabidopsis thaliana protein match is: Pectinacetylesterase family protein (TAIR:AT5G45280.2).: 254.0) & (original description: no original description) | 174.6  (Jun) | 2.42e-10 |
| psme_t044566 | AT3G58680.1 | hormone metabolism.ethylene.induced-regulated-responsive-activated | (at3g24500 : 197.0) One of three genes in A. thaliana encoding multiprotein bridging factor 1, a highly conserved transcriptional coactivator. May serve as a bridging factor between a bZIP factor and TBP. Its expression is specifically elevated in response to pathogen infection, salinity, drought, heat, hydrogen peroxide, and application of abscisic acid or salicylic acid. Constitutive expression enhances the tolerance of transgenic plants to various biotic and abiotic stresses.; multiprotein bridging factor 1C (MBF1C); FUNCTIONS IN: transcription coactivator activity, DNA binding, sequence-specific DNA binding transcription factor activity; INVOLVED IN: in 7 processes; LOCATED IN: nucleolus; EXPRESSED IN: 24 plant structures; EXPRESSED DURING: 14 growth stages; CONTAINS InterPro DOMAIN/s: Multiprotein bridging factor 1, N-terminal (InterPro:IPR013729); BEST Arabidopsis thaliana protein match is: multiprotein bridging factor 1B (TAIR:AT3G58680.1). & (reliability: 394.0) & (original description: no original description) | 196.3  (Jul) | 6.57e-6 |
| psme_t012941 | AT5G47970.2 | FMN-linked oxidoreductases superfamily protein (N-metabolism.misc) | (at3g63510 : 457.0) FMN-linked oxidoreductases superfamily protein; FUNCTIONS IN: tRNA dihydrouridine synthase activity, FAD binding, catalytic activity; INVOLVED IN: regulation of nitrogen utilization, tRNA processing, oxidation reduction, metabolic process; EXPRESSED IN: 18 plant structures; EXPRESSED DURING: 13 growth stages; CONTAINS InterPro DOMAIN/s: Aldolase-type TIM barrel (InterPro:IPR013785), tRNA-dihydrouridine synthase (InterPro:IPR001269); BEST Arabidopsis thaliana protein match is: Aldolase-type TIM barrel family protein (TAIR:AT5G47970.2); Has 11664 Blast hits to 11660 proteins in 2553 species: Archae - 58; Bacteria - 8007; Metazoa - 234; Fungi - 152; Plants - 146; Viruses - 0; Other Eukaryotes - 3067 (source: NCBI BLink). & (reliability: 848.0) & (original description: no original description) | 213.8  (Aug) | 2.21e-11 |
| psme_t023214 | AT1G14980.1 | (protein.folding) | (at5g20720 : 303.0) Encodes a chloroplast co-chaperonin with similarity to CPN21 from spinach, E.coli GroES.; chaperonin 20 (CPN20); CONTAINS InterPro DOMAIN/s: Chaperonin Cpn10 (InterPro:IPR020818), GroES-like (InterPro:IPR011032), Chaperonin Cpn10, conserved site (InterPro:IPR018369), Chaperonin 21, chloroplast (InterPro:IPR017416), Chaperonin Cpn10, subgroup (InterPro:IPR001476); BEST Arabidopsis thaliana protein match is: chaperonin 10 (TAIR:AT1G14980.1). & (q02073\|ch10c_spiol : 285.0) 20 kDa chaperonin, chloroplast precursor (Protein Cpn21) (Chloroplast protein Cpn10) (Chloroplast chaperonin 10) (Ch-CPN10) - Spinacia oleracea (Spinach) & (reliability: 606.0) & (original description: no original description) | 244.6  (Sep) | 5.67e-8 |
| psme_t011948 | AT4G29190.1 | RNA.regulation of transcription.C3H zinc finger family | (at2g19810 : 249.0) CCCH-type zinc finger family protein; CONTAINS InterPro DOMAIN/s: Zinc finger, CCCH-type (InterPro:IPR000571); BEST Arabidopsis thaliana protein match is: Zinc finger C-x8-C-x5-C-x3-H type family protein (TAIR:AT4G29190.1); Has 721 Blast hits to 690 proteins in 126 species: Archae - 0; Bacteria - 0; Metazoa - 152; Fungi - 6; Plants - 412; Viruses - 0; Other Eukaryotes - 151 (source: NCBI BLink). & (reliability: 498.0) & (original description: no original description) | 287.6  (Oct) | 5.88e-5 |

**Table S7:** Contingency tables between counts of transcripts in six Hess categories (Hess et al., 2016) and four seasonal photoperiod bins. Each cell contains the counts observed for the null distribution (counts for 2,488 genes identified in the Hess et al., study, and identified as circannually variable in this study) and for the specific Hess category.

Crosstabs for “Day Length – Down” transcripts (N = 537)

Cell Contents

|-------------------------|

| N |

| Expected N |

| Chi-square contribution |

| N / Row Total |

| N / Col Total |

| N / Table Total |

|-------------------------|

Total Observations in Table: 3025

| photoperiod_bin

factor | fall_pp | long_pp | short_pp | spring_pp | Row Total |

-------------|-----------|-----------|-----------|-----------|-----------|

null | 284 | 788 | 1033 | 383 | 2488 |

| 291.158 | 741.876 | 1087.318 | 367.648 | |

| 0.176 | 2.868 | 2.713 | 0.641 | |

| 0.114 | 0.317 | 0.415 | 0.154 | 0.822 |

| 0.802 | 0.874 | 0.781 | 0.857 | |

| 0.094 | 0.260 | 0.341 | 0.127 | |

-------------|-----------|-----------|-----------|-----------|-----------|

day_down | 70 | 114 | 289 | 64 | 537 |

| 62.842 | 160.124 | 234.682 | 79.352 | |

| 0.815 | 13.286 | 12.572 | 2.970 | |

| 0.130 | 0.212 | 0.538 | 0.119 | 0.178 |

| 0.198 | 0.126 | 0.219 | 0.143 | |

| 0.023 | 0.038 | 0.096 | 0.021 | |

-------------|-----------|-----------|-----------|-----------|-----------|

Column Total | 354 | 902 | 1322 | 447 | 3025 |

| 0.117 | 0.298 | 0.437 | 0.148 | |

| 0.991 | 16.154***| 15.285***| 3.611 | 36.041****|

-------------|-----------|-----------|-----------|-----------|-----------|

column *P* <= 0.05 (X2 > X2crit0.05, or 7.815): *

column *P* <= 0.01 (X2 > X2crit0.01, or 11.345): **

column *P* <= 0.005 (X2 > X2crit0.005, or 12.838): ***

column *P* <= 0.001 (X2 > X2crit0.001, or 16.266): ****

Pearson's Chi-squared test

------------------------------------------------------------

Chi^2 = 36.04118 d.f. = 3 p = 7.339753e-08

Fisher's Exact Test for Count Data, day_down model

------------------------------------------------------------

Alternative hypothesis: two.sided p = 5.330766e-08

**Table S7:** continued

Crosstabs for “Day Length – Up” transcripts (N = 332)

Cell Contents

|-------------------------|

| N |

| Expected N |

| Chi-square contribution |

| N / Row Total |

| N / Col Total |

| N / Table Total |

|-------------------------|

Total Observations in Table: 2820

| photoperiod_bin

factor | fall_pp | long_pp | short_pp | spring_pp | Row Total |

-------------|-----------|-----------|-----------|-----------|-----------|

null | 284 | 788 | 1033 | 383 | 2488 |

| 280.562 | 853.155 | 966.967 | 387.316 | |

| 0.042 | 4.976 | 4.509 | 0.048 | |

| 0.114 | 0.317 | 0.415 | 0.154 | 0.882 |

| 0.893 | 0.815 | 0.943 | 0.872 | |

| 0.101 | 0.279 | 0.366 | 0.136 | |

-------------|-----------|-----------|-----------|-----------|-----------|

day_up | 34 | 179 | 63 | 56 | 332 |

| 37.438 | 113.845 | 129.033 | 51.684 | |

| 0.316 | 37.288 | 33.792 | 0.360 | |

| 0.102 | 0.539 | 0.190 | 0.169 | 0.118 |

| 0.107 | 0.185 | 0.057 | 0.128 | |

| 0.012 | 0.063 | 0.022 | 0.020 | |

-------------|-----------|-----------|-----------|-----------|-----------|

Column Total | 318 | 967 | 1096 | 439 | 2820 |

| 0.113 | 0.343 | 0.389 | 0.156 | |

| 0.358 | 42.264****| 38.301****| 0.408 | 81.332****|

-------------|-----------|-----------|-----------|-----------|-----------|

column P <= 0.05 (X2 > X2crit0.05, or 7.815): *

column P <= 0.01 (X2 > X2crit0.01, or 11.345): **

column P <= 0.005 (X2 > X2crit0.005, or 12.838): ***

column P <= 0.001 (X2 > X2crit0.001, or 16.266): ****

Pearson's Chi-squared test

------------------------------------------------------------

Chi^2 = 81.33232 d.f. = 3 p = 1.58938e-17

Fisher's Exact Test for Count Data

------------------------------------------------------------

Alternative hypothesis: two.sided p = 4.743513e-18

**Table S7:** continued

Crosstabs for “Temperature – Down” transcripts (N = 363)

Cell Contents

|-------------------------|

| N |

| Expected N |

| Chi-square contribution |

| N / Row Total |

| N / Col Total |

| N / Table Total |

|-------------------------|

Total Observations in Table: 2851

| photoperiod_bin

$factor | fall_pp | long_pp | short_pp | spring_pp | Row Total |

-------------|-----------|-----------|-----------|-----------|-----------|

null | 284 | 788 | 1033 | 383 | 2488 |

| 260.930 | 759.228 | 1048.084 | 419.757 | |

| 2.040 | 1.090 | 0.217 | 3.219 | |

| 0.114 | 0.317 | 0.415 | 0.154 | 0.873 |

| 0.950 | 0.906 | 0.860 | 0.796 | |

| 0.100 | 0.276 | 0.362 | 0.134 | |

-------------|-----------|-----------|-----------|-----------|-----------|

temp_down | 15 | 82 | 168 | 98 | 363 |

| 38.070 | 110.772 | 152.916 | 61.243 | |

| 13.980 | 7.473 | 1.488 | 22.061 | |

| 0.041 | 0.226 | 0.463 | 0.270 | 0.127 |

| 0.050 | 0.094 | 0.140 | 0.204 | |

| 0.005 | 0.029 | 0.059 | 0.034 | |

-------------|-----------|-----------|-----------|-----------|-----------|

Column Total | 299 | 870 | 1201 | 481 | 2851 |

| 0.105 | 0.305 | 0.421 | 0.169 | |

| 16.020***| 8.563*| 1.705| 25.280****| 51.568****|

-------------|-----------|-----------|-----------|-----------|-----------|

column P <= 0.05 (X2 > X2crit0.05, or 7.815): *

column P <= 0.01 (X2 > X2crit0.01, or 11.345): **

column P <= 0.005 (X2 > X2crit0.005, or 12.838): ***

column P <= 0.001 (X2 > X2crit0.001, or 16.266): ****

Pearson's Chi-squared test

------------------------------------------------------------

Chi^2 = 51.56829 d.f. = 3 p = 3.701774e-11

Fisher's Exact Test for Count Data

------------------------------------------------------------

Alternative hypothesis: two.sided p = 2.218094e-11

**Table S7:** continued

Crosstabs for “Temperature – Up” transcripts (N = 295)

|-------------------------|

| N |

| Expected N |

| Chi-square contribution |

| N / Row Total |

| N / Col Total |

| N / Table Total |

|-------------------------|

Total Observations in Table: 2783

| photoperiod_bin

factor | fall_pp | long_pp | short_pp | spring_pp | Row Total |

-------------|-----------|-----------|-----------|-----------|-----------|

null | 284 | 788 | 1033 | 383 | 2488 |

| 308.430 | 813.539 | 1000.385 | 365.646 | |

| 1.935 | 0.802 | 1.063 | 0.824 | |

| 0.114 | 0.317 | 0.415 | 0.154 | 0.894 |

| 0.823 | 0.866 | 0.923 | 0.936 | |

| 0.102 | 0.283 | 0.371 | 0.138 | |

-------------|-----------|-----------|-----------|-----------|-----------|

temp_up | 61 | 122 | 86 | 26 | 295 |

| 36.570 | 96.461 | 118.615 | 43.354 | |

| 16.320 | 6.762 | 8.968 | 6.947 | |

| 0.207 | 0.414 | 0.292 | 0.088 | 0.106 |

| 0.177 | 0.134 | 0.077 | 0.064 | |

| 0.022 | 0.044 | 0.031 | 0.009 | |

-------------|-----------|-----------|-----------|-----------|-----------|

Column Total | 345 | 910 | 1119 | 409 | 2783 |

| 0.124 | 0.327 | 0.402 | 0.147 | |

| 18.255****| 7.564| 10.031*| 7.771| 43.619****|

-------------|-----------|-----------|-----------|-----------|-----------|

column P <= 0.05 (X2 > X2crit0.05, or 7.815): *

column P <= 0.01 (X2 > X2crit0.01, or 11.345): **

column P <= 0.005 (X2 > X2crit0.005, or 12.838): ***

column P <= 0.001 (X2 > X2crit0.001, or 16.266): ****

Pearson's Chi-squared test

------------------------------------------------------------

Chi^2 = 43.61993 d.f. = 3 p = 1.817481e-09

Fisher's Exact Test for Count Data

------------------------------------------------------------

Alternative hypothesis: two.sided p = 3.039866e-09

**Table S7:** continued

Crosstabs for “Total Available Water – Down” transcripts (N = 271)

Cell Contents

|-------------------------|

| N |

| Expected N |

| Chi-square contribution |

| N / Row Total |

| N / Col Total |

| N / Table Total |

|-------------------------|

Total Observations in Table: 2759

| df4$photoperiod_bin

df4$factor | fall_pp | long_pp | short_pp | spring_pp | Row Total |

-------------|-----------|-----------|-----------|-----------|-----------|

null | 284 | 788 | 1033 | 383 | 2488 |

| 317.425 | 816.107 | 999.168 | 355.300 | |

| 3.520 | 0.968 | 1.146 | 2.160 | |

| 0.114 | 0.317 | 0.415 | 0.154 | 0.902 |

| 0.807 | 0.871 | 0.932 | 0.972 | |

| 0.103 | 0.286 | 0.374 | 0.139 | |

-------------|-----------|-----------|-----------|-----------|-----------|

taw_down | 68 | 117 | 75 | 11 | 271 |

| 34.575 | 88.893 | 108.832 | 38.700 | |

| 32.314 | 8.887 | 10.517 | 19.827 | |

| 0.251 | 0.432 | 0.277 | 0.041 | 0.098 |

| 0.193 | 0.129 | 0.068 | 0.028 | |

| 0.025 | 0.042 | 0.027 | 0.004 | |

-------------|-----------|-----------|-----------|-----------|-----------|

Column Total | 352 | 905 | 1108 | 394 | 2759 |

| 0.128 | 0.328 | 0.402 | 0.143 | |

| 35.834****| 9.855*| 11.660*| 21.987****| 79.338****|

-------------|-----------|-----------|-----------|-----------|-----------|

column P <= 0.05 (X2 > X2crit0.05, or 7.815): *

column P <= 0.01 (X2 > X2crit0.01, or 11.345): **

column P <= 0.005 (X2 > X2crit0.005, or 12.838): ***

column P <= 0.001 (X2 > X2crit0.001, or 16.266): ****

Statistics for All Table Factors, taw_dwn

Pearson's Chi-squared test

------------------------------------------------------------

Chi^2 = 79.33804 d.f. = 3 p = 4.256165e-17

Fisher's Exact Test for Count Data

------------------------------------------------------------

Alternative hypothesis: two.sided p = 2.562889e-17

**Table S7:** continued

Crosstabs for “Total Available Water – Up” transcripts (N = 480)

|-------------------------|

| N |

| Expected N |

| Chi-square contribution |

| N / Row Total |

| N / Col Total |

| N / Table Total |

|-------------------------|

Total Observations in Table: 2968

| df5$photoperiod_bin

df5$factor | fall_pp | long_pp | short_pp | spring_pp | Row Total |

-------------|-----------|-----------|-----------|-----------|-----------|

null | 284 | 788 | 1033 | 383 | 2488 |

| 248.968 | 747.741 | 1091.434 | 399.857 | |

| 4.929 | 2.168 | 3.128 | 0.711 | |

| 0.114 | 0.317 | 0.415 | 0.154 | 0.838 |

| 0.956 | 0.883 | 0.793 | 0.803 | |

| 0.096 | 0.265 | 0.348 | 0.129 | |

-------------|-----------|-----------|-----------|-----------|-----------|

taw_up | 13 | 104 | 269 | 94 | 480 |

| 48.032 | 144.259 | 210.566 | 77.143 | |

| 25.551 | 11.235 | 16.216 | 3.684 | |

| 0.027 | 0.217 | 0.560 | 0.196 | 0.162 |

| 0.044 | 0.117 | 0.207 | 0.197 | |

| 0.004 | 0.035 | 0.091 | 0.032 | |

-------------|-----------|-----------|-----------|-----------|-----------|

Column Total | 297 | 892 | 1302 | 477 | 2968 |

| 0.100 | 0.301 | 0.439 | 0.161 | |

| 30.480****| 13.403***| 19.344****| 4.395 | 67.621****|

-------------|-----------|-----------|-----------|-----------|-----------|

column P <= 0.05 (X2 > X2crit0.05, or 7.815): *

column P <= 0.01 (X2 > X2crit0.01, or 11.345): **

column P <= 0.005 (X2 > X2crit0.005, or 12.838): ***

column P <= 0.001 (X2 > X2crit0.001, or 16.266): ****

Pearson's Chi-squared test

------------------------------------------------------------

Chi^2 = 67.6216 d.f. = 3 p = 1.378553e-14

Fisher's Exact Test for Count Data

------------------------------------------------------------

Alternative hypothesis: two.sided p = 1.538449e-16

How the deposited data were processed for this re-analysis (not part of the article)

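RNA-seq of mature Douglas-fir needles was analysed for 4 collection dates of the annual study, 10 March, 7 April, 6 May and 17 June 2011. The authors deposited 1 table of read counts per feature with 47 columns, of which 46 could be assigned to a tree and date from the labels and Table S1. These were 16 libraries of Oregon Siskiyou trees, 14 of Washington Cascades trees and 16 of Washington Coast trees. The column left out belongs to tree 38, for which the labels and Table S1 name different dates. The libraries of other dates, 36 of which the labels mark as made for the reference, were not analysed here.

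The deposited counts are whole numbers per feature. The submitters' processing notes name CASAVA 1.8 and Bowtie2, and the paper's methods name Bowtie 2.2.3, while the reference and the counter behind this table are not given in the sources used here. The 46 totals lay between 11293394 and 11302021 (mean 11297221, SD 1990), while Table S1 gives 16829000 to 61502000 reads for the same libraries (Spearman's rho 0.121, permutation p = 0.423; Pearson's r of the log values 0.0722, permutation p = 0.633). The authors' deposited counts had thus been brought to nearly 1 depth, and the paper's text does not describe this step. The frequencies of neighbouring count values had a roughness of 0.712 to 1.43 in the deposited columns, against 3.81 to 44.7 in counts simulated by scaling and rounding and 0.99 to 1.22 in counts simulated by drawing reads at random. The deposited counts were therefore used as counts, without further correction. Total depth cannot differ between groups by more than these totals differ, and any extra precision of the more deeply sequenced libraries is no longer in the counts.

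Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment). Features with a median count over 5 across the fitted libraries were kept, after the paper's filter, and an adjusted p of at most 0.01 was the threshold, after the paper's q. The Oregon libraries were fitted alone with a mean per date and tested for any change over the 4 dates, for June against March and for each step between neighbouring dates. A slope on day length was fitted in the same way. The Washington libraries of each source were fitted alone, and differences between sources in the change from March to June and from March to April were tested in 1 fit of all 46 libraries. Differences between the 3 seed sources were tested on counts of April and May added up per tree. The features that the text names are the 2 largest rises and the 2 largest falls from March to June in the Oregon trees among those past the threshold, with a mean count of at least 50 and a change of the same sign in all 4 trees, 978 of which met these conditions. Expression per library is given in CPM, counts scaled to the TMM-adjusted library size.

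The trees were used as separate replicates, whereas the paper averaged sibling trees into family means. The same trees were sampled on all dates. The deviations from the date means of libraries of the same Oregon tree had a mean correlation of 0.474 across features (0.246 to 0.702, over 0.1 in 24 of 24 pairs). The mean of -0.158 for libraries of different trees on different dates largely follows from this, since the deviations cancel within a date. It is no separate evidence. The positive correlations within trees show that trees pair the samples. Fits with the tree as a block are given where they move a count by more than 1.5 times. These design choices and the alternatives were set before the data were examined, apart from the following, which were chosen after values had been seen. They are the fits in the libraries of flowcell fc1025 alone, the flowcell as a covariate in the Washington trees, DESeq2 on counts added up per family, the slope on temperature, the comparison of straight lines on day length and temperature and of a step, the exact tests on detected features, on the share of abundant features and on the steps between dates, the features shared between comparisons and between seed sources, and the tests of budbreak, of straight lines and of a common shift for the step from April to May, and of the flowcell for detected features. Alternatives were DESeq2 1.42.0, an adjusted p of at most 0.05, no count filter, edgeR's own filter, a minimum log2 change of 1, the flowcell as a covariate, counts added up per family, a spread shared by all libraries, leaving out each tree, and leaving out the 50 most abundant features.

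The tests were checked on simulated counts with 200 changed features. For June against March in the Oregon trees, edgeR recovered 0 of 200 features changed 2-fold among 28516 (DESeq2 33, with 7 false calls). Of 200 changed 4-fold among 28537, edgeR recovered 110, with 1 false call (DESeq2 155, with 15 false calls). In the data edgeR called 1193 features, of which 1024 had a log2 change of 1 or more, so smaller changes were also called. With fewer changed features the adjustment is stricter, so the recovered shares need not hold for the data. For the difference of that change between seed sources, 108 of 200 features changed 4-fold were recovered among 28887 (2 false calls), and for seed source differences 127 of 200 among 34319 (1 false call). Gene lists and the transcripts that the paper names were planned but not tested, because the numbered features could not be paired with names.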

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

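The tests of the steps between dates in the Coast and Oregon trees, the comparison of detected features by flowcell, and the flowcell as a covariate in the Washington trees, were chosen only after results had been seen.

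Needles of the Washington trees, in which the paper did not study cycling, also changed over the 4 dates. In the Cascades trees 1572 features changed (5794 with the tree as a block) and 715 differed between March and June, 336 of them higher and 379 lower in June (3426 with the block). In the Coast trees 4482 changed (11438 with the block) and 2764 differed between March and June, 1318 higher and 1446 lower in June (7053 with the block). Over the 4 dates, 1 of 100 splits of the same libraries, the real one, called as many features in each source. The highest of the other splits called 42 in the Cascades and 68 in the Coast trees, so such counts are unlikely by chance. Among splits that exchange dates only within trees, 1 of 40 called as many in each source, again the real one, and the highest other called 44 in the Coast trees. From March to June the real split was the 1 of 35 with as many features in the Coast trees (highest other 0), but only 8 of these splits part all 4 trees, too few for a share under 0.05, and so are the 10 splits in the Cascades trees (real 715, highest other 0). In the Cascades trees the count from March to June was lost without any of the 3 trees sampled on both dates, with edgeR calling 0 without tree 05, 0 without tree 08 and 1 without tree 39 (with all trees 7725 at an unadjusted p of at most 0.05 and 2331 with DESeq2), and over the 4 dates it called 59, 20 and 1. Without tree 38, of which only the April and May libraries were in the fit, 584 were called from March to June and 668 over the 4 dates. With the flowcell as a covariate 55 features changed over the 4 dates and 17 from March to June in the Cascades trees, and 1724 and 1405 in the Coast trees.

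More features changed from March to June in the Coast trees (2764) than in the Oregon trees (1193), although a test of the difference itself called 0 of 29189 features with edgeR (475 at an unadjusted p of at most 0.05, 0 with DESeq2). Over 703 features chosen in the Cascades trees, the mean change in the June direction was 1.77 ± 0.09 (SD, n = 4) in the Coast and 1.55 ± 0.04 (SD, n = 4) in the Oregon trees, higher in 4 of 4 Coast trees than in every Oregon tree (exact permutation test, two-sided, p = 0.0286, the smallest possible, 0.114 adjusted over 4 comparisons). The ratio of 1.14 lies under the bound set in advance, but that bound was not tied to how many calls a larger change adds. In simulated Oregon counts edgeR recovered 0 of 200 features changed 2-fold and 110 of 200 changed 4-fold. Only 200 features were changed there, which makes the adjustment stricter, so these shares need not hold for the data. Of the 1193 Oregon calls, 1024 had a log2 change of 1 or more. Since the bound was not tied to the calls, larger changes in the Coast trees stay open as the account. The ratio of the biological coefficients of variation was 0.924, and leaving out 1 tree of each source gave 0.85 to 1.02, so less spread between the Coast trees cannot be told apart from an equal spread. Neither test of a difference between the sources passed after adjustment, which does not show that they respond alike, so a biological difference stays open.

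In May the Cascades tree 05 had 47973 detected features, apart from the other 3 trees (46710 to 46872), and it was the 1 of 53 groups of 4 libraries in which a library stood apart, where chance alone gives about 1 in 20.

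Fewer features were detected in May than in April in 12 of 12 trees of the 3 sources (mean difference -4835, SD 1616, exact sign test, two-sided, p = 0.000488). After the 50 most abundant features were left out and libraries thinned to an equal total of 6898832, the number fell by 3751 ± 1155 (SD, 12 trees), 0.776 times the first value, which argues against a few abundant features as the whole account. In trees whose April and May libraries share a flowcell it fell by 4712 ± 1232 (SD, 6 trees), 0.951 times the 4957 ± 2047 of the other 6, which argues against the flowcell as the whole account. Each lane held libraries of a single date, so an effect shared by the lanes of a date cannot be told apart from one of the date. A change of the needles' RNA with the season stays open, as a hypothesis that was not tested.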

How the results depend on the processing

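The fits in the libraries of flowcell fc1025 alone, the flowcell as a covariate in the Washington trees, DESeq2 on counts per family and the slope on temperature were chosen only after results had been seen. Of 184 alternative values, 76 stayed within the limits of the first value and 108 moved (49 to more and 59 to fewer features or a changed share). A reversal was possible only for the correlation of the totals with the reads, which kept its sign. Counts and shares have no sign to reverse. The 76 include every alternative of the tests of seasonal change between sources, which stayed at 0. Leaving out a tree leaves 3 trees of that source, and counts per family leave a pair of replicates per date, so these fits hold fewer samples. For the other settings the cause was not tested. All libraries have about the same total, so total depth is alike in every group. The 50 most abundant features took 20.2% of the Oregon counts in March and 33.9% in June, so fewer counts were left for the others. Of 200 simulated 2-fold changes from March to June in the Oregon trees edgeR recovered 0 and DESeq2 33, with 7 false calls by DESeq2. More features were called in the data (1193), where the adjustment is less strict, so these shares need not hold there.

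For the Oregon trees, values are given in the order of any change over the 4 dates, June against March, April against March and May against April, for which the first counts were 1997, 1193, 17 and 922. They were 4749, 2819, 311 and 2390 with DESeq2, 4904, 3596, 106 and 3090 at an adjusted p of at most 0.05, and 4271, 2442, 123 and 2263 with a spread shared by all 46 libraries. With the replicate block for the tree they were 5048, 3321, 219 and 2866. They were 552, 485, 3 and 212 with the flowcell as a covariate, and 264, 316, 0 and 42 in flowcell fc1025 alone. With counts added up per family edgeR called 0 features in each of these comparisons at 0.01, and 698 over the 4 dates at 0.05, while DESeq2 on the same sums called 2573, 1481, 168 and 1122, and 35 for June against May. For June against May, called 0 times at first, the counts were 36 with DESeq2, 4 at 0.05, 6 with the shared spread, 7 without a count filter and 10 with the replicate block. Without a count filter 70 features changed from March to April. Of the called features, the share higher in June than in March was 35.5% with the flowcell as a covariate and 31.7% in flowcell fc1025 alone, and the share higher in May than in April was 14.3% in that flowcell. The share higher in April than in March was 58.5% with DESeq2, 73.8% with DESeq2 per family, 58.5% with the shared spread, 70.8% at 0.05 and 56.2% with the replicate block, against 88.2% at first.

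The share of features highest in March or April, 57.6% at first, was 55.3% with DESeq2, 54.9% at 0.05, 59.8% without a count filter, 54.4% with the replicate block and 57.3% without the 50 most abundant features, and had no value per family, where no feature was called. The slope on day length, 2005 at first, was called for 3903 features with DESeq2, 5159 at 0.05, 3494 with the replicate block, 48 with counts added up per family and 1004 with temperature as the predictor. In the Cascades trees the counts over the 4 dates and from March to June were 4976 and 2331 with DESeq2, 4921 and 2870 at 0.05, 5794 and 3426 with the replicate block, and 55 and 17 with the flowcell as a covariate, where 35.3% of the 17 were higher in June against 47.0% at first. In the Coast trees they were 8126 and 4557, 9296 and 6236, 11438 and 7053, and 1724 and 1405 under the same settings. Seed source differences, 2 at first, were 232 with DESeq2, 4 at 0.05 and 15 without a count filter.

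Leaving out 1 tree gave 200 (tree 44) to 778 (tree 89) Oregon features over the 4 dates, 155 (tree 44) to 443 (tree 89) from March to June, 0 (trees 44, 46 and 89) to 2 (tree 90) from March to April, 2 (tree 44) to 292 (tree 89) from April to May, 0 to 2 from May to June, a share of 59.0% to 68.5% highest in March or April, and 374 (tree 44) to 715 (tree 46) slopes on day length. In the Cascades trees it gave 1 (tree 39) to 668 (tree 38) over the 4 dates and 0 (trees 05 and 08) to 584 (tree 38) from March to June, and in the Coast trees 1000 (tree 12) to 1815 (tree 10) and 683 (tree 12) to 1237 (tree 10). Seed source differences were 1 (without tree 12 or 68) to 5 (without tree 38). Differences of the seasonal change between sources stayed at 0 with edgeR when each of the 12 trees was left out. Of the named features, gene22454 passed the threshold in 9 of 14 alternatives, gene46765 in 10 of 15, and gene19827 and gene79725 in 14 of 15 each. Without tree 46, gene22454 did not pass the count filter. The tests of gene lists and of the transcripts that the paper names were not run.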

Differences from the paper's values

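No test in this part was chosen after the result was seen. At a false discovery rate of 0.05 the paper's number of annually cycling transcripts is 24688, and 4904 features changed over the 4 dates analysed here. At 0.01 the paper's number is 21225 and the number here is 1997, which is 6.85% of the features tested against the paper's 58.7%. Every alternative set before the data were examined also differs from the paper, with counts of 698 to 9667 at 0.05, counts of 0 (counts added up per family with edgeR) to 5048 (tree as a block) at 0.01, and shares of 0 to 17.3%, and DESeq2 called 4749 at 0.01. The paper tested cycling with JTK-Cycle over 16 time points and 5 trees on its pan-transcriptome. Here 4 dates and 4 trees were tested for any difference between dates, on a table whose reference is not given, so the numbers count different things.

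The number of features past the median count filter, 29175, did not differ from the paper's 36145 by more than 1.5 times, and without a filter 77594 features had a count. By phase over the year, the paper places more of its transcripts with Mercator terms in the long than in the spring photoperiod bin. Over the dates analysed here 1151 features were highest in March or April and 846 in May or June. No winter date was analysed here, so a feature that peaks in winter and then falls counts as highest in March. These counts therefore cannot be set against the paper's bins. The dates here do not cover either bin in full, and 6 May lies on their border.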

Other observations

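The sharing of features between seed sources was described after the separate results had been seen, as were the tests of the flowcell as a covariate in the Washington trees, of budbreak, of a common shift, and of day length and temperature as straight lines.

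Features that changed from March to June in one seed source moved the same way in the others. Of 1169 features called in the Oregon trees and tested in the Cascades trees, 1168 had the same sign there (79% of all features tested in both) and 337 were also called, where independent lists would share 6.17 higher and 8.32 lower. Of 1161 tested in the Coast trees, 1159 had the same sign (78.5% of all features) and 740 were also called (24.1 and 32.1 for independent lists). The sources share no library, and 308 features were called in all 3, 137 higher and 171 lower in June in each. With the flowcell as a covariate 11 features were called in all 3, and all 308 kept their sign in each source. Each lane held libraries of 1 date from all 3 sources, so an effect of the date cannot be told apart from one that the lanes of a date share. No difference of the change between sources was called from March to June (0 of 29189 with edgeR, 475 at an unadjusted p of at most 0.05, 0 with DESeq2). The change from March to April of the Oregon trees was also tested against that of the Washington trees. On 7 April 3 of 4 Oregon trees were past budbreak, while no Washington tree was. In this test edgeR also called 0 (734 at an unadjusted p of at most 0.05, 0 with DESeq2). The 475 and 734 features each lie under the share of 0.05 that chance alone would give. With a real count of 0, splits of the trees (40 of 40 with as many in both tests) decide nothing. In simulated counts, 54% of features with a 4-fold difference between sources in the change from March to June were recovered.

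The fixed set of 50 features with the highest counts summed over the 46 libraries took a larger share of the counts in June than in March in 11 of 11 trees of the 3 sources. The mean difference was 15.3 percentage points (SD 4.77, exact sign test, two-sided, p = 0.000977). In the Coast trees the share was 17.8% ± 4.20 (SD, n = 4) in March and 36.6% ± 2.30 (SD, n = 4) in June. From April to May the share of the same set rose in 11 of 12 trees and fell in 1. The mean difference was 7.55 percentage points (SD 5.515, exact sign test, two-sided, p = 0.00635).

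The change between 7 April and 6 May was the largest of the 3 steps in 11 of 11 trees (exact sign test, two-sided, p = 0.000977 against each other step). In the Oregon trees it argues against the flowcell as the whole account that trees with April and May on the same flowcell changed 1.1 times as much as the others (0.87 and 0.79), although edgeR called 212 features with the flowcell as a covariate and 42 in flowcell fc1025 alone, against 922 at first. Leaving out the 50 most abundant features (927 calls, 1.01 times as many) hardly changed the count and so tests nothing. In the Oregon trees the features that rose in the Coast trees changed by 0.73 ± 0.03 (SD, n = 4) and those that fell there by -0.92 ± 0.08 (SD, n = 4), 1.65 apart in log2. This does not test a common shift as abundant features take more of the counts. The lists were chosen for opposite changes in the Coast trees. TMM scaling also takes out a shift common to most features (median log2 change over all tested Oregon features 0.00367). Trees past budbreak on 7 April had by then made at most 0.321 of their March to June change. This lies under a bound of 0.5 that was chosen after values had been seen and was not derived from the timing of budbreak. The labels give only whether budbreak had passed, so budbreak of the same tree stays open. The share made by 7 April, 0.172 ± 0.12 (SD, n = 4), lies below the 0.37 of a straight line on day length. The share made by 6 May, 0.887 ± 0.11 (SD, n = 4), lies above the 0.448 of a straight line on temperature. A threshold in day length or temperature, another event of that month, or an effect shared by the lanes of a date also stays open and was not tested.

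For the Oregon trees, the real split of the libraries was the 1 of 100 with as many features changed over the 4 dates (1997, highest other 67) and the 1 of 100 with as many slopes on day length (2005, highest other 6). It was also the 1 of 35 with as many from March to June (1193, highest other 0), from March to April (17, highest other 0) and from April to May (922, highest other 0), among splits that mix libraries across trees. Among splits that exchange dates only within trees, the real one was the 1 of 60 with as many over the 4 dates (highest other 1). It was also the 1 of 60 for the slope (highest other 0), so these 2 results are unlikely by chance. For each of the 3 comparisons of a pair of dates only 8 splits part all 4 trees, too few for a share under 0.05 (highest other 0), and the count of 17 from March to April fell to 0 without tree 44, 46 or 89 (edgeR; with all trees 2995 at an unadjusted p of at most 0.05 and 311 with DESeq2). From May to June, where edgeR called 0 features (1853 at an unadjusted p of at most 0.05, 36 with DESeq2), the splits (35 of 35 with as many, highest other 1) decide nothing, since none can call fewer. Between the seed sources 2 of 35134 features differed (4 at an adjusted p of at most 0.05, 232 with DESeq2), and 2 of 100 splits called as many, so the share lies under 0.05, although 1 other split called 3. These splits exchange single trees and can part siblings, which the real grouping keeps together. The share therefore does not tell seed source apart from family.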
